# Evolution of gene expression levels in the male reproductive organs of *Anopheles* mosquitoes

**DOI:** 10.26508/lsa.201800191

**Published:** 2019-01-02

**Authors:** Abril Izquierdo, Martin Fahrenberger, Tania Persampieri, Mark Q Benedict, Tom Giles, Flaminia Catteruccia, Richard D Emes, Tania Dottorini

## Abstract

Modifications in gene expression determine many of the phenotypic differentiations between closely related species. This is particularly evident in reproductive tissues, where evolution of genes is more rapid, facilitating the appearance of distinct reproductive characteristics which may lead to species isolation and phenotypic variation. Large-scale, comparative analyses of transcript expression levels have been limited until recently by lack of inter-species data mining solutions. Here, by combining expression normalisation across lineages, multivariate statistical analysis, evolutionary rate, and protein–protein interaction analysis, we investigate ortholog transcripts in the male accessory glands and testes across five closely related species in the *Anopheles gambiae* complex. We first demonstrate that the differentiation by transcript expression is consistent with the known *Anopheles* phylogeny. Then, through clustering, we discover groups of transcripts with tissue-dependent expression patterns conserved across lineages, or lineage-dependent patterns conserved across tissues. The strongest associations with reproductive function, transcriptional regulatory networks, protein–protein subnetworks, and evolutionary rate are found for the groups of transcripts featuring large expression differences in lineage or tissue-conserved patterns.

## Abstract (precis)

Expression patterns of transcripts in reproductive tissues reveal the phylogeny of the *An. gambiae* complex and are indicative of molecular function, transcription regulatory networks, and protein–protein interaction networks.

## Introduction

Gene expression levels are quantitative molecular traits that link genotype to phenotype through modulation of molecular functions, regulating and affecting cellular and organismal fitness. Changes in gene expression drive and are driven by phenotypic differentiation and characterise divergence across species (Rifkin et al, 2003; Blekhman et al, 2008; Brawand et al, 2011; Xu et al, 2018). However, our understanding of how genome evolution is related to expression and phenotype modification is still predominantly qualitative. For example, we do not know whether there is a threshold above which expression elicits a functional effect, if there are biases towards the modulation of different functional classes, and how expression changes propagate through the interactome, ultimately influencing the tissue, the individual, and the entire species.

The investigation of gene expression differences in rapidly evolving genes amongst closely related species allows dissection of evolution of the genome, expression, and phenotypic differentiation. In particular, comparative studies focusing on gene expression differences in reproductive tissues of closely related species, where genes evolve rapidly (Swanson & Vacquier, 2002; Nielsen et al, 2005; Clark et al, 2006; Haerty & Singh, 2006; Lemos et al, 2007; Moehring et al, 2007; Turner & Hoekstra, 2008; Sundararajan & Civetta, 2011), provide insights into how genome evolution influences gene expression changes at the tissue, sex, and species-specific level and how such changes are functionally, anatomically, and physiologically integrated into and linked to fitness.

Understanding changes in gene expression of reproductive tissues of divergent *Anopheles* mosquitoes provides insight into the phenotypes that drive differences in these important disease vectors. Females of most anopheline species generally mate only once during their lifetime. In *Anopheles gambiae*, as in many other insects, the male accessory glands (MAGs) produce seminal secretions, including a class of MAGs-specific proteins known as Acps (accessory gland proteins) and the steroid hormone 20-hydroxyecdysone (20E), that once transferred to the female during copulation coagulate into a mating plug (Dottorini et al, 2007; Rogers et al, 2009; Mitchell et al, 2015). The transfer of the plug and its content has profound effects on female physiology as it induces a cascade of events that render *An. gambiae* females refractory to further copulation, enhance egg production, and trigger egg laying (Thailayil et al, 2011; Dottorini et al, 2012; Gabrieli et al, 2014; Mitchell et al, 2015). The catalytic activity of the transglutaminase enzyme TG3 AGAP09099 is responsible for mating plug coagulation through the protein plugin AGAP009368 (Acp). Such catalytic activity has been found to vary across different anopheline species (Neafsey et al, 2015). In recent work (Mitchell et al, 2015), correlation between 20E abundance (and thus, indirectly, the expression of genes in the 20E synthesis pathway) and the attributes of shape and consistency of the mating plug has been demonstrated between species, with the plug varying from solid and highly coagulated, to less compact and amorphous to being absent in some species. These findings hint that observed phenotype variations of reproductive strategy can be linked to expression of specific genes, across species, underlying the involved molecular pathways.

To date, our understanding of the relationship of transcription between genes encoding proteins involved in *Anopheles* reproduction and different phenotypic manifestations, across development, tissues, sexes, individuals, and species is limited, and hence, the studies correlating variation of gene expression to phenotype modification are of fundamental importance. In Dissanayake et al (2006), developmental gene expression (larvae, adult) of the single *An. gambiae* species was investigated between sexes, as was expression in fat body, midgut, and ovaries of females before and after a blood meal. Previously, we investigated gene expression of sex-biased genes of *An. gambiae* in relation to developmental stages (Magnusson et al, 2011), again focusing on a single species. Recent studies have included comparative analyses across multiple anopheline species: the 16 Genomes Project (Neafsey et al, 2015) and 8 in Mitchell et al (2015). A recent multispecies comparison (Papa et al, 2017) investigated the expression differences between sexes of four species (*An. gambiae, An. arabiensis, An. minimus*, and *An. albimanus*) and considered nonreproductive tissue (carcasses) and combined reproductive tissue (MAGs and testes in males, and ovaries and common oviduct in females). Because of this aggregation, it was not possible in such work to obtain information specific to the individual reproductive tissues.

To address the lack of resolution of individual reproductive tissues, we have focused only on males and explored MAGs and testes gene expression separately in five closely related Anopheline species from the *An. gambiae* sensu lato complex. The correct phylogeny of this complex has remained contentious until recently (Fontaine et al, 2015). This sub-Saharan complex of several closely related species, includes the world most important vectors of human malaria in *An. gambiae* s.s., *An. coluzzii*, and *An. Arabiensis*, as well as minor or locally important vectors (*An. merus*) and nonvectors (*An. quadriannulatus*). The three anthropophilic species *An. gambiae* s.s., *An. coluzzii*, and *An. arabiensis* are sympatric and spread in a vast Afrotropical area. *An. merus* lives in coastal waters of eastern Africa, whilst *An. quadriannulatus* lives in Southern Africa and bites animals other than humans. Within the entire *Anopheles* genus, the amount of important malaria vectors is relatively small. However, almost all of them are embedded in complexes similar to those of *An. gambiae* sensu lato (Manguin, 2013). Thus, the investigation of the *An. gambiae* complex can possibly provide insight into the biology of all the malaria vectors across the entire genus.

The choice of focusing on closely related species within the same complex is driven by gene expression changes evolving rapidly compared with DNA sequence variations (Pollard et al, 2006; Xu et al, 2018). Thus, a comparison of distant lineages could be dominated by significant DNA differences leading to imprecise assignment of species and transcriptional changes. Most importantly, differently from previous work, for example, Papa et al (2017), we have adopted a method for normalising transcript expressions across species which, combined with multivariate statistical analysis, allows a comparative investigation of expression levels not only between tissues but also across different species. In this work, the observation of how expression changes within the *An. gambiae* complex is combined with prediction of molecular function, study of the transcriptional regulatory networks, and other protein–protein interactions, and to the study of evolutionary rates.

## Results

### Generation of the male reproductive transcriptome and comparison across species

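MAGs and testes were dissected from mated males 5 d old that had been left to mate for 4 d, and RNA was extracted from pools of 30 mosquitoes. With 3 biological replicates of each tissue in each of the 5 species, there were 30 libraries in 10 groups. The authors aligned the paired-end reads of each library to the genome of its species with HISAT2, estimated transcript levels with StringTie and deposited 1 table of FPKM values (fragments per kilobase of transcript, scaled by the mapped fragments of the library) for each library. The libraries of *An. gambiae* and *An. coluzzii* were quantified on the same genome, AgamP4.4, and their tables list the same 15677 transcripts. The tables of *An. arabiensis* (AaraD1.4), *An. merus* (AmerM2.2) and *An. quadriannulatus* (AquaS1.4) list 14027, 13744 and 14132 transcripts under identifiers of their own, so transcripts were compared between species for *An. gambiae* and *An. coluzzii* alone. The tables do not pair identifiers with gene names and give no read counts, so the counting error of a value is not known. Within each species, MAGs were compared with testes on log2(FPKM + 1), the scale used in the paper, with limma (a linear model with an intensity trend, two-sided), for transcripts with at least 1 FPKM in at least 3 of the libraries compared. The p-values were adjusted with the Benjamini-Hochberg method. A positive log2 fold change is higher expression in the MAGs. Values are given in FPKM as the mean ± SD of the 3 replicates unless another unit is named.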

To study the evolutionary dynamics of gene expression in male reproductive tissues across the *An. gambiae* species complex, we generated transcriptomes of the MAGs and testes from five different anopheline mosquitoes: *An. gambiae* s.s., *An. coluzzii*, *An. arabiensis*, *An. merus*, and *An. quadriannulatus*. In each reproductive tissue, we measured RNA expression in 30 mosquitoes. 

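A value above 0 FPKM in at least 1 library was found for 14266 transcripts in *An. gambiae*, 14035 in *An. coluzzii*, 12218 in *An. arabiensis*, 11511 in *An. merus* and 12327 in *An. quadriannulatus*. Single libraries held between 9543 such transcripts (*An. merus* MAGs replicate 2) and 13185 (*An. gambiae* testes replicate 1). At least 1 FPKM was reached by between 8282 (*An. quadriannulatus* MAGs replicate 3) and 9824 transcripts (*An. gambiae* testes replicate 2). The annotations differ in how many genes have more than 1 transcript. There are 1250 such genes among 13807 in the annotation used for *An. gambiae* and *An. coluzzii*, 95 among 13908 in *An. arabiensis*, 17 among 13718 in *An. merus* and 97 among 14011 in *An. quadriannulatus*.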

Sequencing resulted in annotation of approximately 13,000 transcripts in each species (Table S1). The majority of exons and introns are known, but a substantial improvement of the coverage and transcriptome assemblies was obtained (Table S1).

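The paper's numbers of reads, in 1e6 reads (M), are 225 M for the MAGs and 348 M for the testes of *An. gambiae*, 51.4 and 71.7 M for *An. coluzzii*, and between 9.46 M (*An. merus* testes) and 23.6 M (*An. quadriannulatus* MAGs) for the tissues of the other species. They are given per tissue and not per replicate. As a measure of how far down the values of a library reach, the fifth percentile of its values above 0 was taken from the deposited tables. It was lowest in *An. gambiae* testes replicate 1, at 0.0220 FPKM, and highest in *An. gambiae* testes replicate 3 and *An. coluzzii* MAGs replicate 2, at 1.10 FPKM in both. The next highest value among the libraries of *An. gambiae* was 0.376 FPKM (testes replicate 2) and among those of *An. coluzzii* 0.228 FPKM (testes replicate 3). Differences at or under 1 FPKM are therefore measured less well in the libraries with the high values than in the others.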

Table S1 Estimation of the transcribed fraction of Anopheline genomes generated using the RNA-seq data.

### Inter-species expression normalisation and classification of transcripts on expression levels

To allow comparison across species, the expression levels were normalised using a method originally described in Brawand et al (2011), based on computing weighting factors. Weighting factors were obtained by identifying a subset of ortholog transcripts whose expression levels remain the most constant across datasets. These selected orthologs were used to form a reference expression level against which all the other genes were scaled (see the Materials and Methods section). 

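The procedure was run over the 4 groups of *An. gambiae* and *An. coluzzii*. The transcripts of Table S2 were ranked in each group, those with a median rank in the middle part of the distribution were kept, and of these the 910 with the lowest variance in rank formed the reference. The weighting factors, each the median log2(mean FPKM + 1) of the reference in a group over the mean of the 4 medians, were 0.884 for *An. gambiae* MAGs, 1.15 for *An. gambiae* testes, 0.934 for *An. coluzzii* MAGs and 1.03 for *An. coluzzii* testes. The summed FPKM of a library ran from 278328 (*An. quadriannulatus* MAGs replicate 1) to 540940 (*An. coluzzii* MAGs replicate 2). The values given here were not multiplied by weighting factors unless this is stated.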

Analysis of the relative magnitude of expression of transcripts in each tissue, allowed transcripts to be classified as ubiquitous, enriched, or highly enriched within MAGs and testis (Fig 1A) for each species. Classification used relative expression in a tissue computed as log_2_ (fold change +1) (referred to as log_2_FC in the following): highly enriched genes were those with log_2_FC ≥ 3.5; enriched genes were those with 2 ≤ log_2_FC ˂ 3.5, and ubiquitous genes were those with −2 ≤ log_2_FC ˂ 2. Apart from *An. coluzzii*, the proportion of enriched or highly enriched genes is greater in the testes than in the MAGs (Fig 1A). 

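A transcript was counted as enriched or highly enriched in a tissue when its log2 (fold change + 1), from the means of the 3 replicates, was at least 2, out of all transcripts with a mean above 0 in either tissue. In *An. gambiae*, 15.7% ± 5.02 of transcripts were enriched or highly enriched in the MAGs and 34.3% ± 1.08 in the testes (SD over the same percentage from each replicate number, n = 3), a difference of 18.6 percentage points (SD 4.20). The percentages were 13.3% ± 1.33 and 31.3% ± 3.76 in *An. quadriannulatus*, a difference of 18.1 points (SD 5.09). In *An. arabiensis* they were 16.1% ± 0.889 and 25.3% ± 2.18, 9.27 points apart (SD 2.15), and in *An. merus* 16.3% ± 0.644 and 22.2% ± 1.99, 5.95 points apart (SD 2.64). In *An. coluzzii*, 19.6% ± 3.09 of transcripts were enriched in the MAGs and 21.0% ± 5.35 in the testes, and the difference of 1.43 points was smaller than its SD of 2.27. Computed on 1 replicate number at a time, the difference was 13.4, 11.9 and 5.51 points in *An. gambiae*, each below the one from the means, and 5.09, 9.34 and 5.82 points in *An. coluzzii*, each above it. In *An. arabiensis* it was 10.2, 14.5 and 13.1, in *An. merus* 9.94, 6.47 and 4.77, and in *An. quadriannulatus* 23.5, 13.5 and 17.4 points. The SDs are of these values, which are not centred on the difference from the means. A percentage from single replicates can lie above the one from the means, as in *An. gambiae* MAGs, where the replicates gave 18.3%, 21.6% and 28.1%. The alternative that moved the *An. gambiae* difference most was multiplying the values by the weighting factors, which gave 27.7 points. The *An. coluzzii* difference changed sign, to -1.11 points, when only transcripts with a mean of at least 1 FPKM in either tissue were counted.

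**Figure D1:**
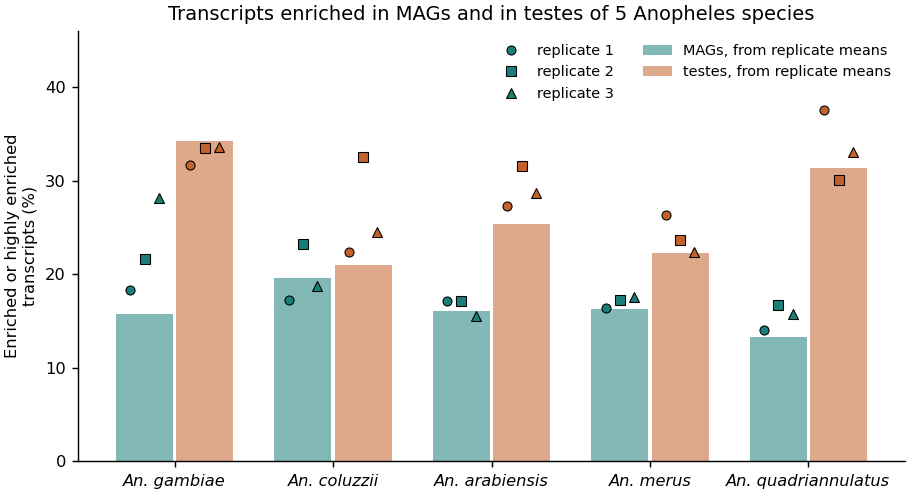
Percentage of transcripts enriched or highly enriched in MAGs and testes of each species, with bars from the means of the 3 replicates and points from each replicate number. The testes bar exceeds the MAGs bar by 18.6 points in *An. gambiae* and by 1.43 points in *An. coluzzii*.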

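With limma, at a log2 fold change of at least 2 and an adjusted p-value under 0.05, 487 of 9573 tested transcripts were higher in the MAGs and 1206 higher in the testes of *An. gambiae*. In *An. coluzzii*, 461 and 761 of 9746 were. The counts were 337 and 1084 of 9310 in *An. arabiensis*, 463 and 1028 of 9163 in *An. merus*, and 305 and 1316 of 9346 in *An. quadriannulatus*. The median log2 fold change of all tested transcripts was -0.62 in *An. gambiae*, -0.27 in *An. coluzzii*, -0.63 in *An. arabiensis*, -0.35 in *An. merus* and -0.79 in *An. quadriannulatus*, so that most transcripts were shifted towards the testes on this scale. Quantile normalisation, which gives all libraries of a species the same distribution, brought these medians to 0.11, -0.08, -0.02, 0.07 and 0.04 in the same order. It was the alternative that moved the counts most, in *An. quadriannulatus*, to 584 transcripts higher in the MAGs and 749 higher in the testes. With the replicate number as a replicate block in the model, the counts for MAGs and testes were 478 and 1174 in *An. gambiae*, 447 and 731 in *An. coluzzii*, 339 and 1095 in *An. arabiensis*, 461 and 1031 in *An. merus*, and 306 and 1322 in *An. quadriannulatus*. Once the mean of each tissue was removed, MAGs and testes libraries with the same replicate number correlated across transcripts at -0.115 on average in *An. gambiae*, against 0.0565 for different numbers. The corresponding values were 0.0634 and -0.0316 in *An. coluzzii*, 0.107 and -0.0529 in *An. arabiensis*, -0.00593 and 0.00295 in *An. merus*, and 0.0343 and -0.0171 in *An. quadriannulatus*. With the mean removed, the deviations of a tissue's libraries cancel out. The value for different numbers thus largely follows from that for the same number and is no separate baseline.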

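Among transcripts past these thresholds with every library of one tissue above every library of the other, the pair with the largest log2 fold change in each direction was taken in each species. In *An. gambiae* these were AGAP012830-RA (12.18), AGAP013734-RA (12.12), AGAP000694-RA (-9.17) and AGAP009313-RA (-9.18). The log2 fold changes in *An. coluzzii* were those of AGAP012682-RA (12.32), AGAP005791-RA (10.93), AGAP009313-RA (-8.68) and AGAP028568-RA (-9.47). In *An. arabiensis* the transcripts were AARA000246-RA (9.32), AARA000240-RA (9.04), AARA001216-RA (-7.59) and AARA015642-RA (-8.02). For *An. merus* they were AMEM005417-RA (11.23), AMEM016069-RA (10.67), AMEM011471-RA (-7.23) and AMEM017389-RA (-7.30), and for *An. quadriannulatus* AQUA000763-RA (11.73), AQUA003325-RA (11.23), AQUA001263-RA (-7.94) and AQUA003363-RA (-8.05). The adjusted p-values from limma lay between 5.08e-06 and 0.0186. AGAP009313-RA is listed in both *An. gambiae* and *An. coluzzii*, with 2178 ± 411 and 1886 ± 1381 FPKM in the testes. Relative to its mean, the largest spread among the higher groups was that of AQUA003363-RA, at 3174 ± 3014 FPKM in the testes of *An. quadriannulatus*.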

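Of the transcripts enriched or highly enriched in the MAGs of *An. gambiae*, 53.3% ± 13.2 had a mean under 1 FPKM there, against 17.7% ± 19.3 of those of the testes in the testes. The difference of 35.6 points was larger than its SD over the replicate numbers, 32.2 (n = 3). The percentages were 34.2% ± 10.5 and 20.9% ± 1.07 in *An. arabiensis* (difference 13.3, SD 9.91), 38.3% ± 7.16 and 18.9% ± 2.15 in *An. merus* (difference 19.5, SD 8.13) and 45.5% ± 8.00 and 17.1% ± 3.89 in *An. quadriannulatus* (difference 28.5, SD 7.76). In *An. coluzzii* the order from the means was reversed, with 27.6% ± 19.7 in the MAGs and 36.7% ± 10.6 in the testes. The difference of -9.10 points was smaller than its SD of 28.4. It ranged from -18.8 to 9.90 points with 1 replicate number left out of both tissues, so a reversal is not shown. In *An. gambiae* this range was 23.5 to 50.1 points. Few values above 0 lay under 1.10 FPKM in *An. coluzzii* MAGs replicate 2 and *An. gambiae* testes replicate 3. This can lower the share under 1 FPKM in these groups, so the contrasts in these species may depend on it. When enrichment was taken from the ratio of (mean + 1) values, no transcript with a mean under 1 FPKM could reach the bound, and the percentages were 0 in both tissues. The 10 highest transcripts of a library held 18.0% ± 5.50 in the MAGs and 11.3% ± 3.34 in the testes of *An. gambiae* as a share of the summed FPKM (two-sided exact permutation test, p = 0.2, adjusted p = 0.2). They held 24.5% ± 6.87 in the MAGs and 13.1% ± 3.94 in the testes of *An. coluzzii*, 45.6% ± 1.78 in the MAGs and 5.85% ± 0.426 in the testes of *An. arabiensis*, 30.5% ± 3.61 in the MAGs and 11.3% ± 0.393 in the testes of *An. merus*, and 25.2% ± 3.16 in the MAGs and 8.54% ± 1.26 in the testes of *An. quadriannulatus*. In these 4 species every MAGs library exceeded every testes library (p = 0.1 from the same exact test, the smallest that 3 against 3 allow, adjusted p = 0.125 over 5 comparisons). The alternative that moved the *An. gambiae* difference most, the share of the 50 highest transcripts, gave 13.0 points in place of 6.67. With this share, every MAGs library of *An. gambiae* also exceeded every testes library (p = 0.1 from the same exact test).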

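The transcript with the highest mean in the MAGs was AGAP009358-RB in *An. gambiae* (8427 ± 1213 FPKM, n = 3), AARA000242-RA in *An. arabiensis* (87067 ± 5688), AMEM016069-RA in *An. merus* (93376 ± 13802) and AQUA000763-RA in *An. quadriannulatus* (18845 ± 1074). In *An. coluzzii* it was AGAP009368-RA, whose mean rested on replicate 2, with 95791 FPKM against 215 and 252 in the other replicates. In the testes the highest means were those of AGAP002629-RA in *An. gambiae* (6715 ± 4632 FPKM), AARA005530-RA in *An. arabiensis* (4474 ± 2059.7), AMEM015242-RA in *An. merus* (15546 ± 2546) and AQUA015868-RA in *An. quadriannulatus* (6923 ± 1561). The highest mean of the *An. coluzzii* testes, that of AGAP028391-RA, also came from replicate 2, at 21520.1 FPKM, with 37.0 in replicate 1 and 0 in replicate 3.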

The MAG-specific gene expression is also different, with a high proportion of very lowly expressed genes coupled with a few often very highly expressed genes (Fig 1B).

**Figure 1.**
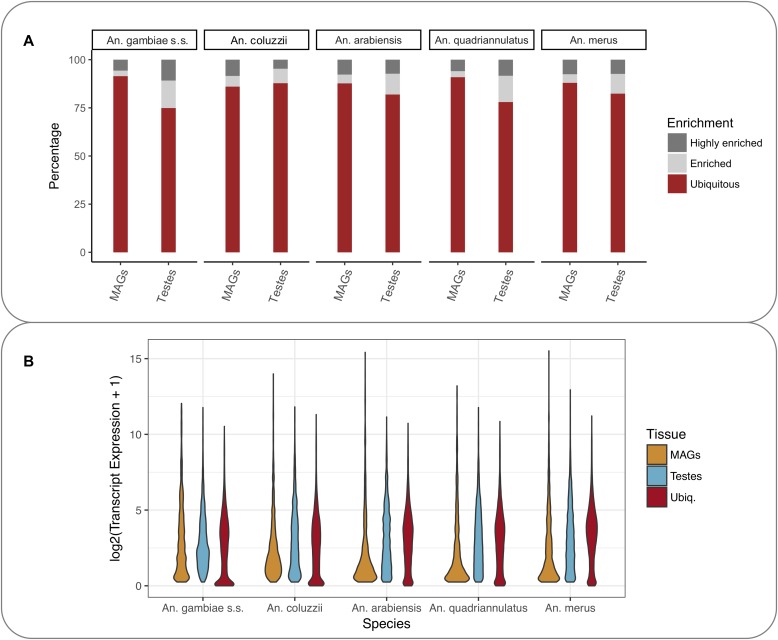
MAGs and testes transcript expression levels in the *An. gambiae* complex. **(A)** Percentage of ubiquitous, enriched, and highly enriched transcripts in each species based on magnitude of transcript expression in that specific tissue versus the others. The expression levels of highly enriched, enriched, and ubiquitous genes in the different species were classified as highly enriched, enriched, and ubiquitous as defined in the text. **(B)** Distribution of enriched and ubiquitous transcript expression.

### Summary of the main results

The analysis involved 5,493 one-to-one (1:1) ortholog transcripts encompassing the five species and the two selected tissues (MAGs and testes). These transcripts represent 38.50% of the total found expressions in *An. gambiae*, 39.13% of *An. coluzzii*, 44.48% of *An. arabiensis*, 43.92% of *An. quadriannulatus* and 45.71% of *An. merus*. 

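Over the transcripts with a value above 0 FPKM in at least 1 library, the 5493 transcripts listed in Table S2 make up 38.5% in *An. gambiae*, 39.1% in *An. coluzzii*, 45.0% in *An. arabiensis*, 44.6% in *An. quadriannulatus* and 47.7% in *An. merus*. For *An. arabiensis*, *An. quadriannulatus* and *An. merus* this takes 1 transcript of the species for each listed transcript, since the tables use other identifiers.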

Inter-species expression normalisation allowed a direct comparison of expression across all species. To facilitate reading, the main findings are briefly summarised here:

- Via principal component analysis (PCA) and the construction of expression distance matrices, it was possible to investigate the phylogeny of the *Anopheles* complex directly from the analysis of expression divergence. This phylogeny agreed with the known anopheline phylogeny based on DNA sequence.
- Cluster analysis on expression patterns across tissues and species allowed the identification of two main types of interesting clusters: one containing transcripts with tissue-dependent expressions conserved across lineages and the other containing transcripts with lineage-dependent expression patterns conserved across tissues.
- Both types of clusters could be further discriminated based on magnitude of expression change.
- Each type of cluster was found associated with specific molecular functions, transcription regulatory networks, and protein–protein interaction networks.
- Correlations were found between the expression patterns represented within the clusters, and strength of positive/negative selection.

### Comparison of gene expression across species

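The 5493 transcripts of Table S2 were examined by PCA of log2(FPKM + 1), scaled to unit variance, in the 12 libraries of *An. gambiae* and *An. coluzzii*. The first 3 components held 38.4%, 17.7% and 10.5% of the variance. On PC1 the MAGs libraries had a mean score of 40.7 ± 9.22 (SD, n = 6) and the testes libraries -40.7 ± 23.5 (n = 6). This difference gave p = 0.00216 in a two-sided exact permutation test, the smallest that 6 against 6 allow (adjusted p = 0.00649 over 6 comparisons). PC3 parted the species in the same way, with 20.8 ± 8.74 in *An. gambiae* and -20.8 ± 12.5 in *An. coluzzii* (exact p = 0.00216, adjusted p = 0.00649). PC2 parted neither the tissues (exact p = 0.433) nor the species (exact p = 0.662, adjusted p = 0.673 for both). Its extremes were *An. coluzzii* MAGs replicate 2, at -79.2, and *An. gambiae* testes replicate 3, at -41.4, at one end and *An. gambiae* testes replicate 1, at 32.6, at the other. The alternative that moved the share of PC1 most was centring without scaling, which gave 44.9%. The libraries of the other species were not analysed here in this way.

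**Figure D2:**
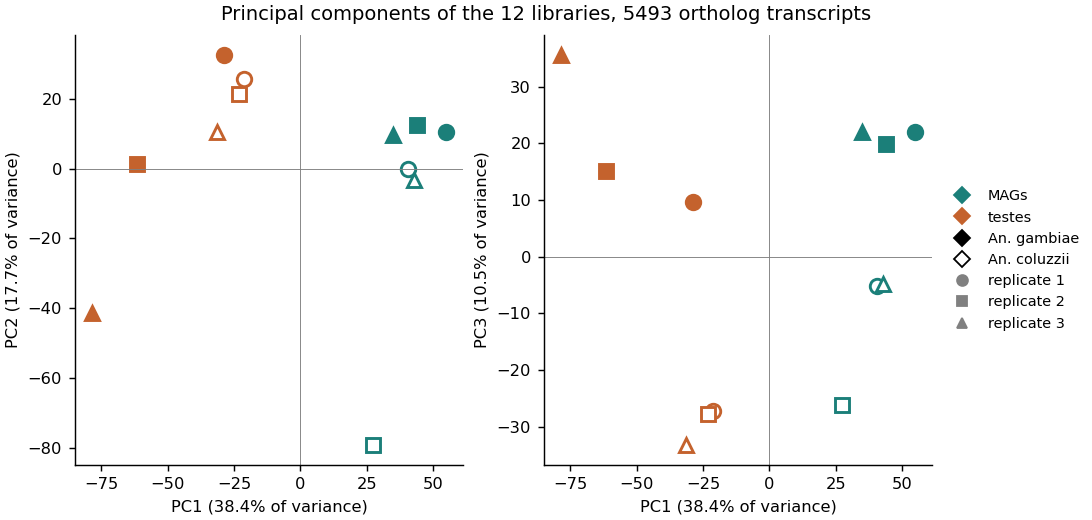
Scores of the 12 libraries of *An. gambiae* and *An. coluzzii* on PC1 against PC2 and on PC1 against PC3, with 1 point for each library. The MAGs and testes libraries lie on opposite sides of 0 on PC1, and the libraries of the 2 species on opposite sides on PC3.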

PCA of expression levels of the ortholog transcripts showed not only a strongest separation between tissues but also a clear differentiation between species (Fig 2A). The phylogeny based on the expression distance matrices of each tissue also agreed with the known anopheline phylogeny: separating *An. gambiae* and *An. coluzzii* into one clade from the three other mosquito species (Fig 2B).

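Over the 5493 transcripts, the expression distance 1 - ρ between the mean profiles of *An. gambiae* and *An. coluzzii* was 0.135 in the MAGs and 0.117 in the testes. Between single libraries of the 2 species it was 0.187 ± 0.0775 in the MAGs and 0.186 ± 0.0412 in the testes (SD over 9 pairs, which share libraries). It ran from 0.129 to 0.301 in the MAGs and from 0.133 to 0.260 in the testes. Replicates of 1 species were 0.0720 to 0.113 apart for *An. gambiae* MAGs, 0.0882 to 0.248 for *An. coluzzii* MAGs, 0.170 to 0.257 for *An. gambiae* testes and 0.0943 to 0.117 for *An. coluzzii* testes, so those of *An. coluzzii* MAGs and *An. gambiae* testes overlapped with the ranges between the species. The alternative that moved the distances most was the median over the 9 pairs in the testes, 0.181. Between MAGs and testes of 1 species, over all listed transcripts, the distance was 0.207 in *An. gambiae*, 0.183 in *An. coluzzii*, 0.181 in *An. arabiensis*, 0.166 in *An. merus* and 0.181 in *An. quadriannulatus*. The tree of the 5 species was not analysed here, since the transcript identifiers differ.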

**Figure 2.**
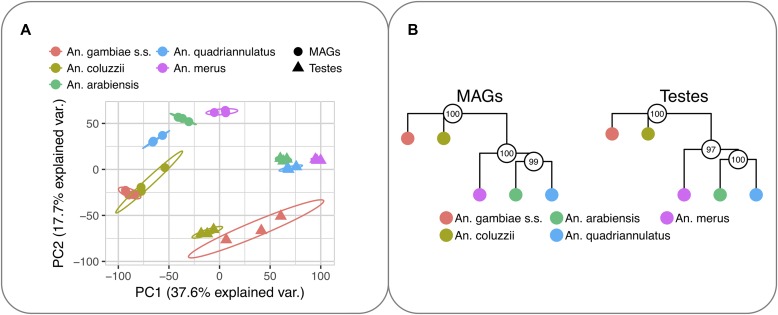
Global patterns of gene expressions in the *Anopheline* species. **(A)** Factorial map of the PCA of the 5,493 orthologs expression levels. The percentage of the variance explained by the principal components is indicated in parentheses. Ellipses represent the 95% confidence intervals assuming normal distribution. **(B)** Transcript expression phylogenies (unrooted trees) based on the 5,493 orthologs. Neighbour-joining trees built on pairwise distance matrices (1—ρ, Spearman's correlation coefficient) are shown for MAGs (left) and testes (right). Bootstrap values (the 5,493 orthologs transcripts were randomly sampled with replacement 1,000 times) are shown by circles on the nodes.

Both the PCA and the expression distance results suggest the existence of time-dependent divergence of expression across species so that differences are less pronounced in the recently diverged species. This is consistently seen in MAGs and testes.

### Clustering and analysis of transcript expression patterns

Multivariate k-means clustering and Euclidean distance measurements of expression values in triplicates of the 5,493 orthologs identified 15 groups of transcripts with similar patterns across tissues and species (Fig 3). Eight clusters (1, 4, 7, 8, 11, 12, 14, and 15; Fig 3A), encompassing a total of 4,103 genes, did not exhibit any clear tissue- or lineage-dependent gene expression patterns. Seven clusters, encompassing a total of 1,390 genes, showed either tissue-dependent expression patterns conserved across the species (2, 3, 10, and 13; Fig 3B) or lineage-dependent expression patterns (5, 6, and 9; Fig 3C). 

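Within *An. gambiae* and within *An. coluzzii*, MAGs and testes were compared with limma for the transcripts of each cluster, at a log2 fold change of at least 1 and an adjusted p-value under 0.05. Of the 910 transcripts of clusters 2, 3, 10 and 13, 144 were higher in the MAGs and 415 in the testes of *An. gambiae* (61.4% together, 769 tested). The counts in *An. coluzzii* were 155 and 297 (49.7%, 752 tested). Of the 480 transcripts of clusters 5, 6 and 9, 10 were higher in the MAGs and 45 in the testes of *An. gambiae* (11.5%, 278 tested), and 10 and 25 of *An. coluzzii* (7.29%, 298 tested). In the other 8 clusters 126 were higher in the MAGs and 753 in the testes of *An. gambiae* (21.4%) and 189 and 392 of *An. coluzzii* (14.2%). The percentages are of all transcripts of the clusters, and transcripts that were not tested count as not different. The clusters were formed on expression in these same libraries. The contrast between the 3 sets of clusters is therefore partly built in. From the patterns over the 10 groups, the paper concludes that 4 clusters depend on the tissue in a way conserved across the species and that 3 depend on the lineage.

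**Figure D3:**
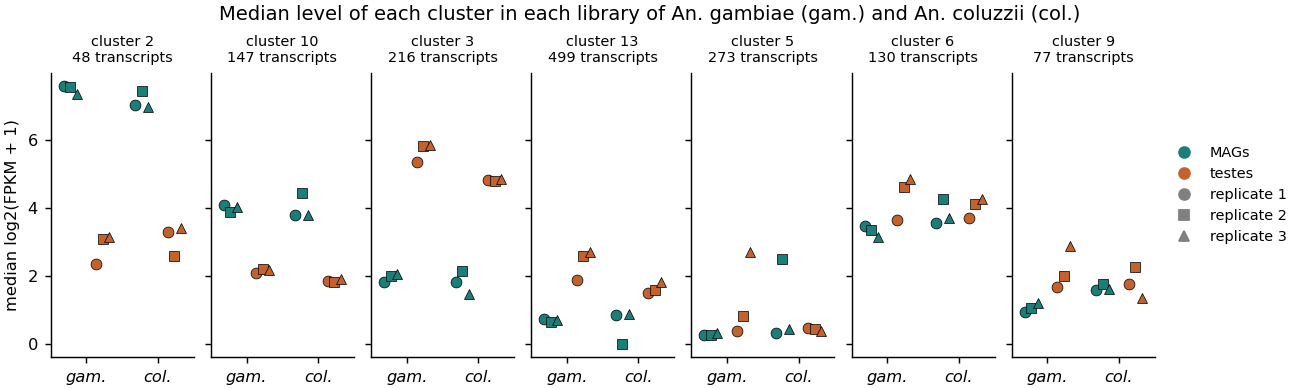
Median log2(FPKM + 1) over the transcripts of each of the 7 clusters in every library of *An. gambiae* and *An. coluzzii*, with 1 point for each library. Clusters 2 and 10 lie higher in the MAGs libraries and clusters 3 and 13 higher in the testes libraries of both species. Clusters 5, 6 and 9 overlap between the tissues in *An. coluzzii*. In *An. gambiae* every testes library lies above every MAGs library in these clusters, though narrowly in cluster 5 (0.378 against 0.313). The same held for clusters 1, 7, 11 and 12, which are not shown and have no pattern in the paper. All tested transcripts of *An. gambiae* had a median log2 fold change of -0.62, so this order is not particular to clusters 5, 6 and 9.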

For membership of each cluster, see Table S2.

Table S2 List of genes found in each cluster.

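Table S2 lists between 48 transcripts (cluster 2) and 993 (cluster 11) in a cluster, each with its identifier in the annotation used for *An. gambiae* and *An. coluzzii*. Of the 735 transcripts of cluster 14, 468 had a mean under 1 FPKM in both tissues of *An. gambiae* and 489 in both tissues of *An. coluzzii*. Their level, and any difference between tissues, is therefore close to the lower end of what the deposited values show.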

**Figure 3.**
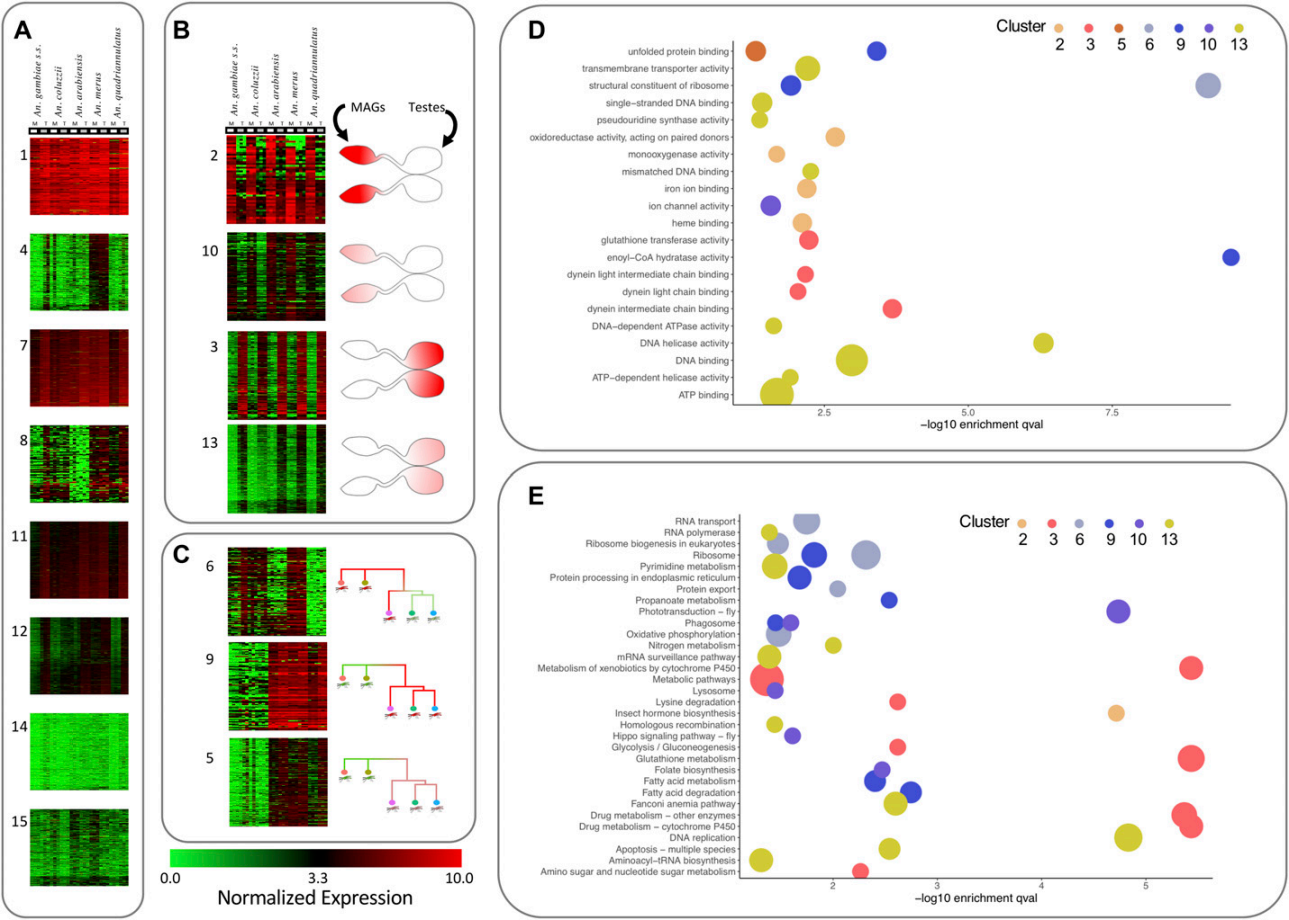
Expression profiles of 5,493 transcripts grouped by k-means clustering. The 15 clusters have been categorised into three groups and are visualised as heat maps, and the colours in the heat maps indicate the level of expression. **(A)** The eight clusters (1, 4, 7, 8, 11, 12, 14, and 15) encompassing transcripts that did not exhibit any evident tissue- or lineage-dependent expression patterns. **(B)** The four clusters (2, 10, 3, and 13), encompassing genes showing tissue-dependent expression patterns. **(C)** The three clusters (6, 9, and 5) with lineage-dependent expression patterns. **(D)** The most highly enriched (−log_10_ [*P*-value from hypergeometric test]) GO terms for the tissue- and lineage-dependent clusters. **(E)** Highly enriched KEGG pathways (−log_10_ *P*-value from hypergeometric test) for the tissue- and lineage-dependent clusters. Circle colour represents cluster, and size is reflective of number of genes in cluster within a GO or KEGG category.

#### Clusters featuring tissue-dependent expression patterns

Transcripts in clusters 2 and 10 show high expression in MAGs and low in testes, with cluster 2 showing higher MAGs expression than cluster 10. 

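In cluster 2, 46 of 48 transcripts were higher in the MAGs in *An. gambiae* and 43 in *An. coluzzii*, with a median log2 fold change of 4.69 and 3.96 among those tested. The median log2(FPKM + 1) of the cluster was 7.49 ± 0.13 in the MAGs and 2.86 ± 0.45 in the testes of *An. gambiae* (SD of the library medians, n = 3), and 7.15 ± 0.25 and 3.09 ± 0.44 in *An. coluzzii*. In cluster 10, 98 of 147 transcripts were higher in the MAGs in *An. gambiae* and 111 in *An. coluzzii*, and the medians of the log2 fold changes were 1.83 and 1.93. The cluster's median level was 3.99 ± 0.11 in the MAGs and 2.16 ± 0.06 in the testes of *An. gambiae*, and 4.01 ± 0.36 and 1.85 ± 0.05 in *An. coluzzii*. The alternative that moved these 4 counts most was leaving out MAGs replicate 2 of *An. gambiae*, which gave 69 transcripts in cluster 10.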

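Of the 216 transcripts of cluster 3, 198 were higher in the testes in *An. gambiae* and 190 in *An. coluzzii*, with median log2 fold changes of -3.79 and -3.06. The median log2(FPKM + 1) of the cluster was 5.68 ± 0.28 in the testes and 1.95 ± 0.12 in the MAGs of *An. gambiae* (n = 3), and 4.82 ± 0.02 and 1.82 ± 0.33 in *An. coluzzii*. Of the 499 transcripts of cluster 13, 365 could be tested in *An. gambiae* and 351 in *An. coluzzii*, and 217 and 107 were higher in the testes. The median level of cluster 13 was 2.39 ± 0.45 in the testes and 0.70 ± 0.05 in the MAGs of *An. gambiae*, and 1.65 ± 0.17 and 0.57 ± 0.50 in *An. coluzzii*, where MAGs replicate 2 had a median of 0. A mean under 1 FPKM in both tissues was found for 39 of its transcripts in *An. gambiae* and for 83 in *An. coluzzii*. Quantile normalisation, which moved the median of all tested transcripts of *An. gambiae* towards the MAGs, gave 136 transcripts of cluster 13 higher in the testes of *An. gambiae*.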

Clusters 3 and 13 show the opposite pattern (high expression in testes and low expression in MAGs) with cluster 3 having higher levels of expression in testes (Fig 3B). Since simultaneously expressed transcripts are often involved in common functional pathways, the four clusters 2, 10, 3, and 13 were inspected for statistically significant differences in enrichment in functional classification (gene ontology [GO] biological process, molecular function and cellular component, and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways) (Fig 3D, E and Table S3).

Table S3 Functional annotation (GO and KEGG) of all genes in clusters.

#### Cluster 2: transcripts most highly enriched in MAGs

Within this cluster were three important sets of genes known to be key regulators of mosquito reproduction: (a) Acps (Dottorini et al, 2007); (b) 20-hydroxyecdysone (20E) synthetic pathway genes (Pondeville et al, 2008, 2013); and (c) genes known to participate in the synthesis of the mating plug (Rogers et al, 2009).

(a) Several Acps were found, known to cluster in the 3R fertilising island and to be exclusively or abundantly expressed in the MAGs (Dottorini et al, 2007). These were as follows: AGAP012680, AGAP009360, AGAP009365, AGAP009367, AGAP009368, AGAP009369, AGAP009370, AGAP009371, AGAP009372, AGAP009373, and AGAP012706. 

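In *An. gambiae*, each of these 11 Acps was higher in the MAGs than in the testes, with log2 fold changes from 4.03 (AGAP009373) to 11.56 (AGAP009372) and adjusted p-values of at most 0.00570 (limma, n = 3). The mean in the MAGs ran from 47.5 ± 22.1 FPKM for AGAP009373 to 3641 ± 580.1 for AGAP009372, and AGAP009367 and AGAP009370 stood at 3322 ± 449 and 2809.9 ± 773. In *An. coluzzii*, 10 of the 11 reached 1 FPKM in at least 3 libraries and 7 of these were higher in the MAGs, with log2 fold changes from 3.53 (AGAP012706) to 7.28 (AGAP009372) and adjusted p-values of at most 0.00459. AGAP009372 had 8746 ± 685 FPKM in the MAGs of *An. coluzzii* and AGAP009367 4451 ± 227. The other tested Acps varied between replicates of *An. coluzzii*. AGAP009360 had 0.384, 12.4 and 66.4 FPKM in the testes (log2 fold change 1.96, adjusted p = 0.330). AGAP009370 had 4.98, 4723 and 7.59 FPKM in the MAGs (log2 fold change 5.96, adjusted p = 0.139), and AGAP009368 had a log2 fold change of 2.13 (adjusted p = 0.568). The tissue difference of these 3 Acps was not shown to differ between the species, with interaction terms of 3.48, 5.20 and 2.96 and adjusted p-values of 0.354, 0.380 and 0.578. AGAP009371 and AGAP012680 had 137 ± 29.7 and 161 ± 40.2 FPKM in the MAGs of *An. gambiae* and 332 ± 37.6 and 335 ± 273 in those of *An. coluzzii*. AGAP009373 was not tested in *An. coluzzii*. How the authors shared reads between AGAP009369, AGAP009370 and AGAP012706, which the paper names as homologs of 1 gene, is not known.

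**Figure D4:**
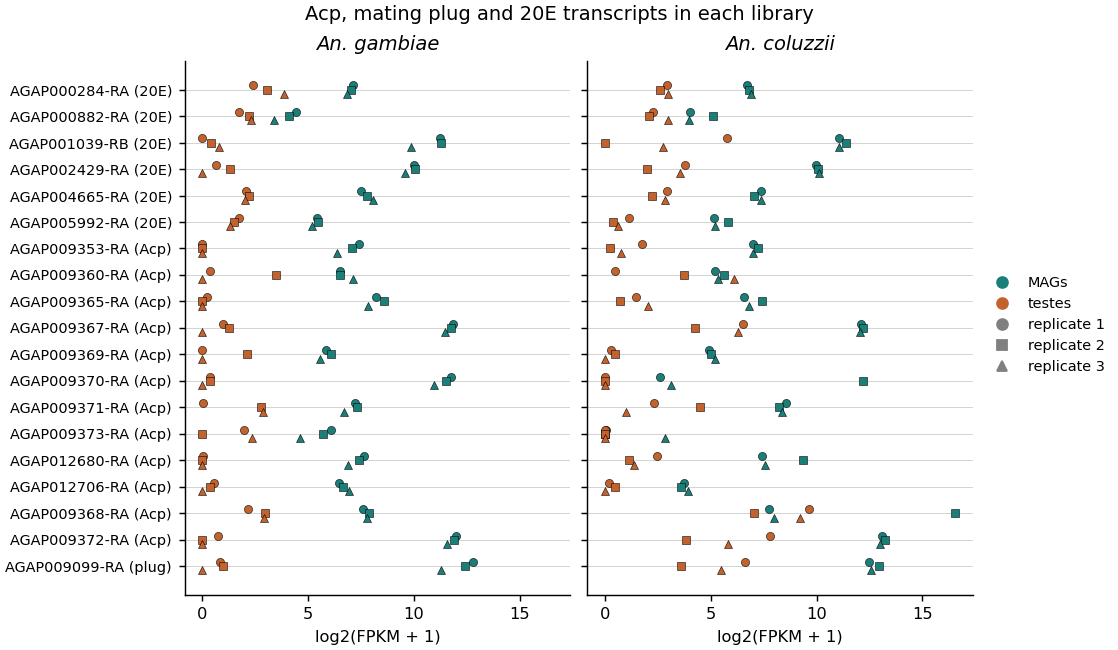
log2(FPKM + 1) of Acp, mating plug and 20E pathway transcripts in each of the 12 libraries of *An. gambiae* and *An. coluzzii*, with 1 point for each library. The MAGs points of the Acps lie to the right of the testes points in *An. gambiae*, whereas AGAP009360, AGAP009368 and AGAP009373 overlap between the tissues in *An. coluzzii*.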

Amongst these, AGAP012680 and AGP009353 are the homologs of *D. melanogaster* male-specific opa-containing gene (MSOPA) that has been shown to be transferred to the female during copulation and to reach different targets including the ovary and spermatheca (Ravi Ram et al, 2005). AGAP009370 AGAP012706, and AGAP009369 are the homologs of *D. melanogaster* Acp53Ea, whilst AGAP009367 is the homolog of *D. melanogaster* Acp26Ab. Acp53Ea and Acp26Ab are genes known to be associated with sperm defence, that is, the ability of an ejaculate in the female to resist displacement by a second ejaculate (Clark et al, 1995). AGAP009360 and AGAP009365 have *Drosophila* orthologs that are not known to be expressed in the MAGs in the fruit fly. AGAP009365 (plugin) is discussed below.
(b) Three genes AGAP002429, AGAP000284, and AGAP001039 are part of the seven genes known to participate in the synthesis of the male-transferred steroid hormone 20-hydroxyecdysone (20E), a key regulator of monandry and oviposition in *An. gambiae* (Gabrieli et al, 2014) (Fig S1). These three genes encode cytochrome P450s and are part of the significantly enriched (hypergeometric test corrected *P* value < 0.05) KEGG pathway aga00981 “Insect hormone biosynthesis”, important in ecdysone biosynthesis (Fig 3D).
(c) Two genes AGAP009368 and AGAP009099, encoding plugin and a transglutaminase, respectively, are known to be key genes for the synthesis of the mating plug (Rogers et al, 2009).

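AGAP002429 had 950.1 ± 166 FPKM in the MAGs and 0.667 ± 0.733 in the testes of *An. gambiae* (log2 fold change 9.24, adjusted p = 4.46e-05 from limma) and 1056 ± 54.5 and 8.80 ± 5.17 in *An. coluzzii* (log2 fold change 6.94, adjusted p = 4.38e-04). AGAP000284 had 127 ± 13.0 and 8.53 ± 4.83 FPKM in *An. gambiae* and 110.4 ± 7.19 and 6.19 ± 1.04 in *An. coluzzii*, with log2 fold changes of 3.86 and 3.96 (adjusted p = 6.74e-04 and 1.82e-04). Of the 2 annotated transcripts of AGAP001039, Table S2 lists RB, which had 1950.4 ± 882.3 and 0.360 ± 0.366 FPKM in *An. gambiae* and 2308 ± 322 and 19.4 ± 28.9 in *An. coluzzii*. Its log2 fold changes were 10.39 and 8.34 (adjusted p = 6.47e-05 and 0.00673). The SD of its *An. coluzzii* testes value exceeded the mean, since replicate 1 had 52.7 FPKM, replicate 2 had 0 and replicate 3 had 5.62.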

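AGAP009368 had 218 ± 21.7 FPKM in the MAGs and 5.63 ± 1.93 in the testes of *An. gambiae* (log2 fold change 5.09, adjusted p = 1.30e-04 from limma). In *An. coluzzii* it had 797, 129 and 602 FPKM in the 3 testes libraries, and in the MAGs only replicate 2 exceeded the highest of these. Without MAGs replicate 2 its log2 fold change in *An. coluzzii* was -0.77. AGAP009099 had 5032 ± 2347 FPKM in the MAGs and 0.585 ± 0.514 in the testes of *An. gambiae*, and 6602 ± 1227 and 50.1 ± 42.5 in *An. coluzzii*. Its log2 fold changes were 11.56 and 7.45 (adjusted p = 5.32e-05 and 0.00126).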

**Figure S1.**
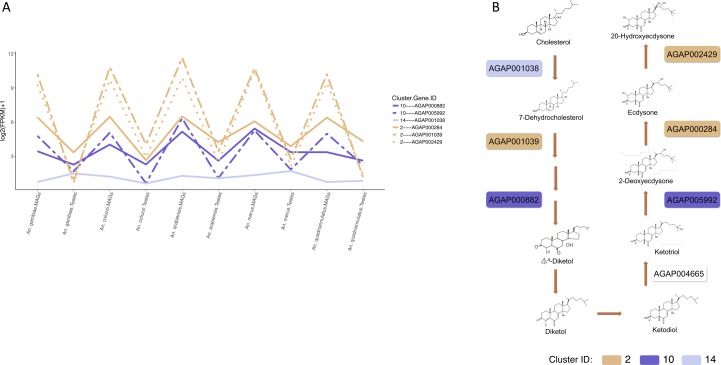
Expression profiles, across species and tissues, of the transcripts known to participate in the synthesis of the male-transferred 20-hydroxyecdysone (20E) synthetic pathway. **(A)** Expression profiles of the six 20E synthetic pathway transcripts found in the MAGs and testes across the five Anopheline species. **(B)** The 20-hydroxyecdysone (20E) synthetic pathway showing the specific catalytic activity of the six transcripts within the pathway. Colours represent the clusters in which the six genes are found.

#### Cluster 10: transcripts enriched in MAGs

The 147 members are enriched for transcripts, which encode the proteins involved in receptor, transporter, and ion channel activities (Table S3) and genes of known importance to reproduction (a) two Acps, and (b) two genes participating in the 20E synthesis.

(a) The Acps AGAP009353 and AGAP006582 are enriched in MAGs. 

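AGAP009353 had 128 ± 44.8 FPKM in the MAGs of *An. gambiae* and 135 ± 12.9 in those of *An. coluzzii*. Its values in the testes were 0.00177 ± 0.00306 and 1.09 ± 1.16, and its log2 fold changes 6.94 and 6.17 (adjusted p = 9.07e-05 and 3.67e-04 from limma). AGAP006582 has 4 annotated transcripts, of which Table S2 lists RC. RC had 0 FPKM in every library of *An. gambiae* and, in *An. coluzzii*, 0.383 FPKM in MAGs replicate 1 and 0 in the others, so it could not be tested. RA had 12.3 ± 3.17 FPKM in the MAGs and 0.0553 ± 0.0957 in the testes of *An. gambiae*, and 10.1 ± 8.53 and 0.0313 ± 0.0350 in *An. coluzzii*. RD had 0.850 ± 0.369 and 0.0331 ± 0.0574 FPKM in *An. gambiae* and 38.0 ± 4.76 and 1.07 ± 1.09 in *An. coluzzii*. RB had 0 in all 12 libraries.

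**Figure D5:**
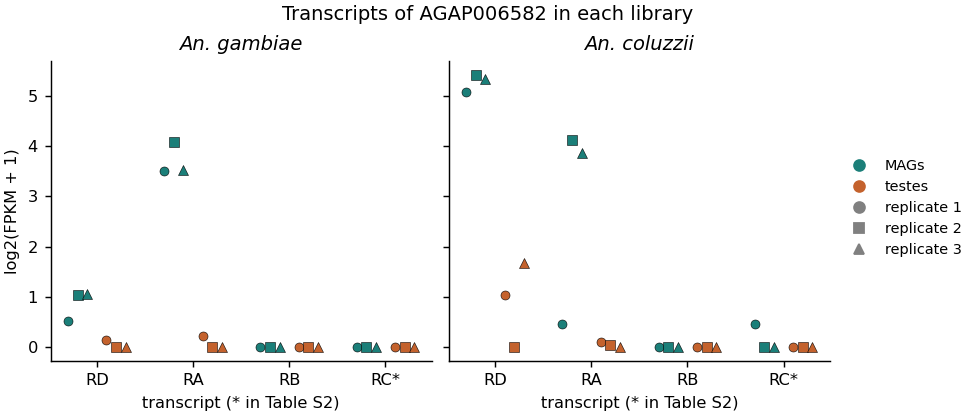
log2(FPKM + 1) of the 4 annotated transcripts of AGAP006582 in each library of *An. gambiae* and *An. coluzzii*, with 1 point for each library and an asterisk at the transcript listed in Table S2. RA and RD carry the values in the MAGs, and RC stays at or near 0.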

AGAP006582 is a protease inhibitor located in the cluster of chromosome 2L (Dottorini et al, 2007). Despite AGAP006582 having a typical Acp structure and being located in the 2L cluster together with other experimentally validated Acps, this is the first confirmation of enriched expression in the MAGs.
(b) The 20E synthetic pathway genes AGAP000882 and AGAP005992 encode for a Glucose/ribitol dehydrogenase and a cytochrome P450, respectively (Fig S1).

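AGAP000882 had 15.4 ± 5.61 FPKM in the MAGs and 3.30 ± 0.852 in the testes of *An. gambiae* (log2 fold change 1.89, adjusted p = 0.00800, limma). In *An. coluzzii* it had 20.8 ± 10.5 and 4.71 ± 1.98 (log2 fold change 1.88, adjusted p = 0.0174), but the adjusted p was not under 0.05 with the replicate block, without testes replicate 1 or without testes replicate 2. AGAP005992 had 40.1 ± 4.14 and 1.88 ± 0.390 FPKM in *An. gambiae*, and 41.9 ± 10.9 and 0.672 ± 0.483 in *An. coluzzii*. The log2 fold changes of AGAP005992 were 3.84 and 4.69 (adjusted p = 1.93e-04 and 3.80e-04), larger than those of AGAP000882 in both species.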

In combination, these MAG-enriched clusters contained five of the seven known proteins for 20E synthesis (three found in cluster 2 and two found in cluster 10). 

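AGAP001038, also a gene of the 20E pathway, was lowly expressed, with 1.03 ± 0.474 FPKM in the MAGs and 1.58 ± 0.632 in the testes of *An. gambiae* and 1.13 ± 1.07 and 0.628 ± 0.211 in *An. coluzzii*. The tissues of *An. gambiae* were not shown to differ (log2 fold change -0.34, adjusted p = 0.407, limma). The sign changed with quantile normalisation (0.23), which moved the median of all tested transcripts in the same direction, so the change says little on this gene. In *An. coluzzii* too few libraries reached 1 FPKM for a test.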

One remaining gene AGAP001038 was found in cluster 14 (Fig S1). 

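AGAP004665 is not in Table S2, but its transcript has values in both species of the shared annotation. It had 223 ± 43.5 FPKM in the MAGs and 3.28 ± 0.297 in the testes of *An. gambiae*, and 152 ± 18.6 and 5.44 ± 1.63 in *An. coluzzii*. The log2 fold changes were 5.69 and 4.60 (adjusted p = 3.56e-05 and 2.21e-04, limma), with every MAGs library above every testes library. Its values in *An. arabiensis*, *An. merus* and *An. quadriannulatus* were not analysed here, since the tables do not say which of their transcripts is its ortholog.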

For the remaining gene in this pathway, AGAP004665’s insufficient coverage meant that reliable orthologs could not be found across all species and it was therefore not part of our k-means analysis.

#### Clusters 3 and 13: transcripts enriched in testes

Clusters 3 and 13 contain 216 and 499 transcripts, respectively. Cluster 3 contained an enrichment of genes involved in motor and transport activity via dynein and microtubule-based movement and amino acid metabolism, supporting the fact that these genes are implicated with sperm movement. 

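Table S3 names 6 genes of cluster 3 under its dynein terms (AGAP011539, AGAP006887, AGAP007675, AGAP001293, AGAP002009 and AGAP002100). Each was higher in the testes in both species, with log2 fold changes from -4.96 (AGAP007675) to -2.45 (AGAP002100) in *An. gambiae* and from -3.90 (AGAP001293) to -1.78 (AGAP002100) in *An. coluzzii* (adjusted p at most 0.00118 and 0.0297 from limma, n = 3). AGAP007675 had 153 ± 36.3 FPKM in the testes and 4.18 ± 2.06 in the MAGs of *An. gambiae*, and 46.9 ± 7.97 and 2.78 ± 0.697 in *An. coluzzii*. The genes entered the set for their annotation, and cluster 3 was itself formed on expression in these libraries.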

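Table S3 names 19 genes of cluster 13 under its helicase and DNA replication terms. In *An. gambiae*, 15 of them could be tested and 12 were higher in the testes (adjusted p under 0.05, limma), with a median log2 fold change of -1.61. In *An. coluzzii*, 13 could be tested and 3 were higher in the testes, with a median of -0.56. The largest difference in both species was that of AGAP001166. It had 9.27 ± 4.12 FPKM in the testes and 1.16 ± 1.16 in the MAGs of *An. gambiae* (log2 fold change -2.33, adjusted p = 0.0159), and 4.97 ± 1.03 and 0.513 ± 0.444 in *An. coluzzii* (log2 fold change -2.01, adjusted p = 0.00623). The genes of the set were low in both tissues, with a median of the means of 5.30 FPKM in the testes of *An. gambiae* and 2.40 in those of *An. coluzzii*.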

Cluster 13 contained genes enriched in ATP binding, and DNA replication activity again supporting the high replication activity of the testes.

#### Lineage-dependent expression clusters

Three clusters (5, 6, and 9) showed a consistent expression between MAGs and testes but it differed between species (Fig 3C). 

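In cluster 5, 15 of 273 transcripts differed between MAGs and testes of *An. gambiae* and 11 between those of *An. coluzzii*, and in cluster 9 19 and 7 of 77 did (log2 fold change of at least 1 in size, adjusted p under 0.05, limma). Only 104 and 120 transcripts of cluster 5 and 50 and 51 of cluster 9 could be tested in these species. The others were not shown to be alike between the tissues. The median log2(FPKM + 1) of cluster 5 was 0.29 in the MAGs and 1.30 in the testes of *An. gambiae*, and 1.09 and 0.43 in *An. coluzzii*. In cluster 5 these means over libraries rest on *An. gambiae* testes replicate 3 and *An. coluzzii* MAGs replicate 2, with medians of 2.71 and 2.51, while the other 10 libraries lay between 0.27 and 0.82. For cluster 9 the medians were 1.08 and 2.18 in *An. gambiae* and 1.65 and 1.79 in *An. coluzzii*. Many of these transcripts are 1 of several of a gene, 63 in cluster 5 and 48 in cluster 9. With the transcripts of a gene summed, the medians of cluster 9 were 5.06 and 5.66 in *An. gambiae* and 5.28 and 5.41 in *An. coluzzii*, and those of cluster 5 0.47, 1.94, 1.59 and 0.89 in the same order. A mean under 1 FPKM in both tissues was found for 63 transcripts of cluster 5 in *An. gambiae* and 60 in *An. coluzzii*. The levels of these transcripts in the other 3 species were not analysed here.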

Clusters 5 and 9 featured low expression levels in *An. gambiae* and *An. coluzzii* and high expression levels in *An. arabiensis, An. merus*, and *An. quadriannulatus*, cluster 9 had higher expression levels than cluster 5. 

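In cluster 6, 21 of 130 transcripts differed between MAGs and testes of *An. gambiae*, 19 of them higher in the testes. In *An. coluzzii*, 17 differed, with 16 higher in the testes (limma, the thresholds used for clusters 5 and 9). The median log2(FPKM + 1) of the cluster was 3.33 ± 0.16 in the MAGs and 4.36 ± 0.64 in the testes of *An. gambiae* (SD of the library medians, n = 3), and 3.85 ± 0.37 and 4.03 ± 0.29 in *An. coluzzii*. These medians lie above those of clusters 5 and 9 in the same libraries.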

Cluster 6 was more heterogeneous with lower expression in *An. arabiensis* and *An. quadriannulatus*, and high expression in *An. gambiae*, *An. coluzzii* and *An. merus*.

#### Cluster 9: low expression in *An. gambiae* and *An. coluzzii*, highest in *An. arabiensis*, *An. merus*, and *An. quadriannulatus*

The 77 transcripts in cluster 9 encode proteins enriched in several metabolic pathways such as fatty acid elongation, degradation, and metabolism including genes AGAP005175, acetyl-CoA carboxylase/biotin carboxylase, and AGAP007784 an enoyl-CoA hydratase/long-chain 3-hydroxyacyl-CoA dehydrogenase (Table S3).

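Both genes have 2 annotated transcripts, of which Table S2 lists RB. AGAP005175-RB had 2.91 ± 2.51 FPKM in the MAGs and 2.15 ± 3.70 in the testes of *An. gambiae*, and 48.5 ± 36.0 and 22.4 ± 2.46 in *An. coluzzii*. Its tissues were not shown to differ (log2 fold changes 0.69 and 0.85, adjusted p = 0.601 and 0.245, limma). AGAP007784-RB had 0.789 ± 0.202 and 3.52 ± 2.86 FPKM in *An. gambiae* and 4.08 ± 4.37 and 1.41 ± 0.712 in *An. coluzzii* (log2 fold changes -1.14 and 0.80, adjusted p = 0.117 and 0.386). Without testes replicate 1, the adjusted p of AGAP007784-RB in *An. gambiae* was under 0.05. The sums over both transcripts were far higher. They came to 62.1 ± 5.97 FPKM in the MAGs and 83.3 ± 12.7 in the testes of *An. gambiae* for AGAP005175, and to 86.1 ± 10.3 and 103 ± 12.2 in *An. coluzzii*. For AGAP007784 they were 37.3 ± 1.20, 46.5 ± 2.22, 38.3 ± 2.05 and 47.1 ± 1.23 in the same order. On the sums the log2 fold change of AGAP005175 changed sign, to -0.41 in *An. gambiae* and -0.25 in *An. coluzzii*, and so did that of AGAP007784 in *An. coluzzii* (-0.30).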

#### Cluster 5: low expression in *An. gambiae* and *An. coluzzii*, high in *An. arabiensis*, *An. merus*, and *An. quadriannulatus*

Cluster 5 contained 273 transcripts enriched in heat shock protein binding and unfolded protein binding proteins (Table S3). When compared to VectorBase expression dataset, the 273 genes were not associated with expression in the male reproductive tract, for example, Magnusson et al, (2011) and Papa et al, (2017). The KEGG pathway analysis did not indicate any enrichment of functional pathways (Fig 3D).

#### Cluster 6: low expression in *An. arabiensis* and *An. quadriannulatus*

The 130 transcripts in cluster 6 encode the proteins enriched in several metabolic pathways including metabolism of xenobiotics by cytochrome P450 (genes AGAP007374 and AGAP009192) shown to be down-regulated in response to 20E (Gabrieli et al, 2014) and proteins involved in targeting the ER (Table S3).

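AGAP007374 was higher in the testes of both species, though in *An. coluzzii* not without testes replicate 2 or without testes replicate 3. It had 58.3 ± 24.1 FPKM in the testes and 7.82 ± 1.49 in the MAGs of *An. gambiae* (log2 fold change -2.68, adjusted p = 0.00167, limma), and 69.9 ± 26.7 and 19.4 ± 5.32 in *An. coluzzii* (log2 fold change -1.75, adjusted p = 0.0162). AGAP009192 had 74.4 ± 34.2 and 109.9 ± 21.0 FPKM in *An. gambiae*, where the tissues were not shown to differ (log2 fold change 0.63, adjusted p = 0.188). In *An. coluzzii* it had 76.1 ± 4.87 and 39.8 ± 1.74, with a log2 fold change of -0.92 (adjusted p = 0.00206). The adjusted p for AGAP009192 was not under 0.05 in *An. coluzzii* after quantile normalisation, and was under it in *An. gambiae* without testes replicate 1. The interaction term between tissue and species for AGAP009192 was 1.55 (adjusted p = 0.0940).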

### Protein–protein interaction within and between clusters

Analysis of the male reproductive interactome showed that the lineage-dependent clusters (5, 6, and 9) are on average more highly connected (clustering coefficients 0.271, 0.305, and 0.397) compared with the tissue-dependent clusters (2, 10, 3, and 13), which generally showed lower coefficients (0.274, 0.169, 0.214, and 0.286). All but cluster 9 show lower connectivity than the complete *An. gambiae* protein–protein network (clustering coefficient 0.370). The average number of neighbours per protein ranged between 1.56 (cluster 2) and 17.05 (cluster 13). In terms of pairwise cluster-to-cluster connectivity (median pairwise cluster–cluster connectivity determined as number of edges connecting members of different clusters as a ratio of their combined number of nodes), tissue-dependent clusters 2, 10, and 3 had a lower pairwise cluster-to-cluster connectivity (0.75, 2.01, and 2.42, respectively) compared to lineage variable clusters 5, 6, and 9 (3.03, 2.63, and 2.96, respectively). This suggests that the transcripts in cluster 2 encode for proteins that tend to have fewer interactions with proteins of other defined clusters. For cluster 2, the highest intercluster connectivity (1.62) was with the MAGS highly variable genes (discussed below).

### Transcription regulatory networks

By relaxing the strict constraints on ortholog identification (see the Materials and Methods section), we identified 328 transcription factors (TFs) present in all five species and for which we could find the expression in the original set of 13,000 transcripts. Amongst these, 147 TFs were found in our 15 clusters.

The 328 TFs were clustered on expression pattern, following the same method adopted for analysis of the original transcripts. Most of the TFs did not exhibit any tissue- or lineage-dependent expression pattern, showing conserved expression levels across all species and tissues instead. However, one cluster of TFs had a MAG-enriched expression pattern with marked differences between tissues, most like the transcript cluster 2; another had a testis-enriched pattern-like cluster 3, and a third one had a lineage-dependent pattern (low expressions in *An. gambiae* and *An. coluzzii* and high expressions in *An. arabiensis*, *An. merus*, and *An. quadriannulatus*)-like cluster 9. 

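Table S2 names a TF set for each of the 3 patterns. In each set the transcripts of a gene were summed and MAGs compared with testes within *An. gambiae* and within *An. coluzzii* (limma, adjusted p under 0.05, n = 3). The set named for the MAGs pattern holds 9 genes, of which 5 could be tested in *An. gambiae* and 6 in *An. coluzzii*. Of these, 0 were higher in the MAGs of *An. gambiae*, where 2 had an unadjusted p under 0.05 in that direction, and 1 was higher in the MAGs of *An. coluzzii*, AGAP009986 (log2 difference 0.69, adjusted p = 0.0464). AGAP006129 and AGAP006534 were higher in the testes of *An. gambiae* (log2 differences -1.22 and -1.49, adjusted p = 0.0134 and 0.0117). AGAP002095 and AGAP002920 were tested in both species and AGAP008551 in *An. coluzzii*, and were not shown to differ between the tissues, and AGAP012546, AGAP001462 and AGAP009069 did not reach 1 FPKM in at least 3 libraries of either species. The set named for the lineage pattern holds 6 genes, and each was higher in the MAGs in both species, with log2 differences from 2.10 to 6.68 in *An. gambiae* and from 2.37 to 6.05 in *An. coluzzii*. The 8 genes named for the testes pattern are AGAP005804, AGAP007539, AGAP002236, AGAP005362, AGAP009889, AGAP007978, AGAP006736 and AGAP008845. Of these, 7 were higher in the testes of *An. gambiae* and 7 in those of *An. coluzzii*, with AGAP009889 (adjusted p = 0.0548) and AGAP006736 (adjusted p = 0.111) as the exceptions. The log2 differences ran from -4.27 to -0.84 and from -4.12 to -0.66.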

Protein–protein interaction (PPI) networks were isolated to verify whether expression pattern similarity would correspond to the known interaction between the TFs and the proteins encoded by the original transcripts (Fig 4; for cluster membership of TFs, see Table S2).

**Figure 4.**
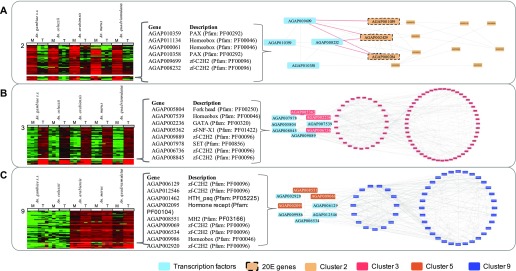
TFs and predicted regulatory networks for the tissue- and lineage-dependent clusters 2, 3, and 9. Each panel shows the expression of transcripts and the TFs with most similar expression pattern. Names and descriptions of TFs in each cluster are shown (middle) and known protein–protein interactions of TFs with proteins in corresponding clusters are shown (right), TFs are in the dotted circles. **(A)** Cluster 2, MAGs enriched; **(B)** Cluster 3, testes enriched; and **(C)** Cluster 9, low expression in *An. gambiae* s.s. and *An. coluzzii.*

#### MAGs-enriched TF networks

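The 6 genes of the set that Table S2 names TF.8(Lineage) are AGAP010358, AGAP010359, AGAP008232, AGAP009699, AGAP011134 and AGAP000061. AGAP010358 had 103 ± 6.46 FPKM in the MAGs and 0.0121 ± 0.0209 in the testes of *An. gambiae*, and 112 ± 1.37 and 0.842 ± 0.786 in *An. coluzzii* (adjusted p = 1.42e-05 and 2.17e-04, limma). AGAP010359 had 45.0 ± 2.46 and 0.441 ± 0.710 FPKM in *An. gambiae* and 41.1 ± 8.65 and 0.598 ± 0.580 in *An. coluzzii*. For AGAP008232 the values were 28.4 ± 0.768 and 6.15 ± 2.43 in *An. gambiae* and 57.0 ± 19.1 and 2.18 ± 0.714 in *An. coluzzii*, and for AGAP009699 10.4 ± 1.14, 0.136 ± 0.236, 12.4 ± 2.58 and 0.348 ± 0.0418 in the same order. AGAP011134 and AGAP000061 had 10.9 and 14.6 FPKM in the MAGs of *An. gambiae*. The adjusted p-values of these 5 genes were at most 0.00197 in either species.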

The TF cluster contained AGAP010358 (Gooseberry-neuro [*Gsbn*]), AGAP010359 (Paired [*Prd*]), AGAP008232 (Hamlet; no ortholog in *Drosophila*) and AGAP009699 (Growth factor 1; ortholog of *Drosophila melanogaster Senseless-2*). The PPI network identified seven first-degree interactions and five second–degree interactions with the proteins in cluster 2 (Fig 4A). Analysis of the seven first-degree interactions showed significant enrichment (hypergeometric test–corrected *P* value < 0.05) in KEGG pathway aga00981 “Insect hormone biosynthesis” (genes AGAP000284, AGAP001039, and AGAP002429). The two TFs AGAP008232 and AGAP009699 interacted directly with AGAP001039, AGAP000284, and AGAP002429 (encoding enzymes in the 20 E pathway). This TF also showed a relatively high number of interactions with the second MAGs-enriched expression cluster 10 (17 primary [direct first degree interaction with TF] and 33 secondary second-degree interactions). Whilst the number of interactions is higher with cluster 10, as a percentage of the number of proteins in the cluster, this is slightly lower than for cluster 2 (19% and 14% of total proteins in the cluster are a primary interactor with the TFs for clusters 2 and 10, respectively).

#### Testes-enriched TF networks

The PPI network indicated 27 first-degree interactions and 51 second–degree interactions with proteins in cluster 3 (Fig 4B). For cluster 3, the analysis of the first-degree interactors showed significant enrichment in gene ontology terms for cilium movement and microtubule-based movement, indicative of sperm activity/motility. For cluster 13, analysis of the first-degree interactors showed no enrichment of pathways and gene ontologies associated with DNA replication and transcription indicative of the high activity of the testes as a tissue. As before, the testes-enriched expression TF cluster showed a high proportion of primary interactors (17% and 24% of total proteins in the cluster are a primary interactor with the TFs for clusters 3 and 13, respectively).

#### Lineage-dependent TF networks

The PPI network identified 15 first-degree interactions and 32 second–degree interactions with proteins in cluster 9 (Fig 4C). Three KEGG pathways: autophagy, endocytosis, and the spliceosome, were enriched in the primary interactors. Thirty-five first-degree interactions and 94 second-degree interactions are known for proteins in cluster 5. Again, these show a relatively high enrichment in the primary interactions (22% and 15% of total proteins in the cluster are a primary interactor with the TFs for clusters 9 and 5, respectively).

### Transcripts with highly variable expression across species

We analysed the 5,493 1:1 orthologs to identify the transcripts with the highest variation of expression across species. 

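*An. gambiae* and *An. coluzzii* were compared with limma in each tissue over the transcripts of Table S2, at a log2 fold change of at least 1 in size and an adjusted p-value under 0.05. In the MAGs, 120 of 4049 tested transcripts differed, 29 higher in *An. gambiae* and 91 higher in *An. coluzzii*, and in the testes 218 of 4357, 188 and 30. Values were not scaled between libraries here. The weighting factors of *An. gambiae* and *An. coluzzii* were 0.884 and 0.934 in the MAGs and 1.15 and 1.03 in the testes. The excess in each tissue lies in the direction of these factors, so a shift of whole libraries may contribute to it. After quantile normalisation, 97 transcripts differed in the MAGs and 46 in the testes. Of the 235 transcripts the paper lists as highly variable in the MAGs, 84 could be tested and 14 differed (16.7%, against 2.67% of the others). Of the 287 listed for the testes, 9 of 126 differed (7.14% against 4.94%). The paper chose both lists for high variation across the species in these same libraries. A higher share of differences in them is therefore partly built in. With 1 library left out, the counts ranged from 7 to 112 in the MAGs and from 0 to 367 in the testes. The testes count was 4, 7 and 6 without *An. coluzzii* testes replicate 1, 2 or 3. Among the alternatives that keep all libraries, the counts moved most with the replicate number as a replicate block, to 45 in the MAGs and 0 in the testes, where 849 transcripts had an unadjusted p under 0.05 and the smallest adjusted p was 0.0635. Libraries of the 2 species with the same replicate number correlated across transcripts at -0.0125 in the MAGs and 0.170 in the testes, against 0.00601 and -0.0851 for different numbers. Here too, the values for different numbers largely follow from those for the same number and are no separate baseline. A test of whether the tissue difference differs between the species passed for 38 of 4779 transcripts.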

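Among the transcripts that differed and had every library of one species above every library of the other, the largest differences in the MAGs were those of AGAP009373-RA and AGAP009190-RA, higher in *An. gambiae*, and AGAP008892-RA and AGAP005791-RA, higher in *An. coluzzii*. Positive log2 fold changes are here higher expression in *An. gambiae*. AGAP009190-RA had 618 ± 521 FPKM in *An. gambiae* and 56.4 ± 12.4 in *An. coluzzii* (log2 fold change 3.14, adjusted p = 0.0393, limma), AGAP008892-RA 0.153 ± 0.173 FPKM in *An. gambiae* and 139.7 ± 29.0 in *An. coluzzii* (log2 fold change -6.92, adjusted p = 7.53e-05) and AGAP005791-RA 0 in *An. gambiae* and 2291 ± 1317 in *An. coluzzii* (log2 fold change -10.93, adjusted p = 2.79e-04). In the testes the largest differences were those of AGAP005432-RA and AGAP009842-RA, higher in *An. gambiae*, and AGAP009372-RA and AGAP009368-RA, higher in *An. coluzzii*. AGAP005432-RA had 45.4 ± 7.35 FPKM in *An. gambiae* and 0.514 ± 0.890 in *An. coluzzii* (log2 fold change 5.07, adjusted p = 0.0122), and AGAP009842-RA 35.3 ± 5.98 FPKM in *An. gambiae* and 0.0942 ± 0.163 in *An. coluzzii* (log2 fold change 5.05, adjusted p = 0.00281). The log2 fold changes of AGAP009372-RA and AGAP009368-RA were -5.55 and -5.95 (adjusted p = 0.0361 and 0.0171).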

A total of 235 transcripts (4.2% of the total number) were identified in the MAGs (Fig 5A), and 287 (5.2%) were identified in the testes (Fig 5B) as highly variable, according to the procedure described in the Materials and Methods section. Both sets were inspected for functional enrichment (biological process, molecular function, and cellular component). For the MAGs, the most highly enriched functional terms were related to protein folding, cytochrome-c oxidase activity, and enoyl-CoA hydratase. Amongst the genes found to be highly variable in the MAGs, we found five Acps (AGAP009370, AGAP012706, AGAP009369, AGAP009367, and AGAP009373). 

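In the MAGs, AGAP012706 was higher in *An. gambiae* than in *An. coluzzii*, with 103 ± 17.3 against 12.6 ± 1.54 FPKM and a log2 fold change of 2.93 (adjusted p = 0.00109, limma). The log2 fold changes of AGAP009369 and AGAP009367 between the species were 0.80 (adjusted p = 0.103) and -0.43 (adjusted p = 0.544) and did not pass the threshold. AGAP009369 had 56.8 ± 10.3 FPKM in *An. gambiae* and 32.1 ± 3.47 in *An. coluzzii*. AGAP009370 had a log2 fold change of 5.45 (adjusted p = 0.365) with a standard error of 2.46, since its *An. coluzzii* replicates were far apart. The values of these Acps in *An. merus* were not analysed here.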

The first four had been classified as highly variable because of poor or no expression in the MAGs of *An. merus* whilst being significantly expressed in the other species. 

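AGAP009373 had 67.2, 51.7 and 23.6 FPKM in the 3 MAGs libraries of *An. gambiae*. In *An. coluzzii* it had 0.0253, 0 and 6.02. Every library of *An. gambiae* lay above every library of *An. coluzzii*, with a log2 fold change of 4.53 (adjusted p = 0.0444, limma).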

On the contrary, AGAP009373 was found expressed in the MAGs of all species but had low expression in *An. coluzzii*. Another Acp found to be highly variable was AGAP006582, expressed in all species except for *An. gambiae and An. coluzzii*. This gene had been previously identified as encoded in the Acp 2L cluster (Dottorini et al, 2007); however, it has never been experimentally confirmed as expressed in the male reproductive tract. 

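With its 4 annotated transcripts summed, AGAP006582 had 13.2 ± 3.36 FPKM in the MAGs and 0.0884 ± 0.153 in the testes of *An. gambiae*, and 48.2 ± 13.1 and 1.11 ± 1.08 in *An. coluzzii*. The transcript that Table S2 lists, RC, held almost none of this.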

Amongst the highly variable transcripts, we also found 11 other previously identified MAG-specific and MAG-enriched genes (see Table S3).

**Figure 5.**
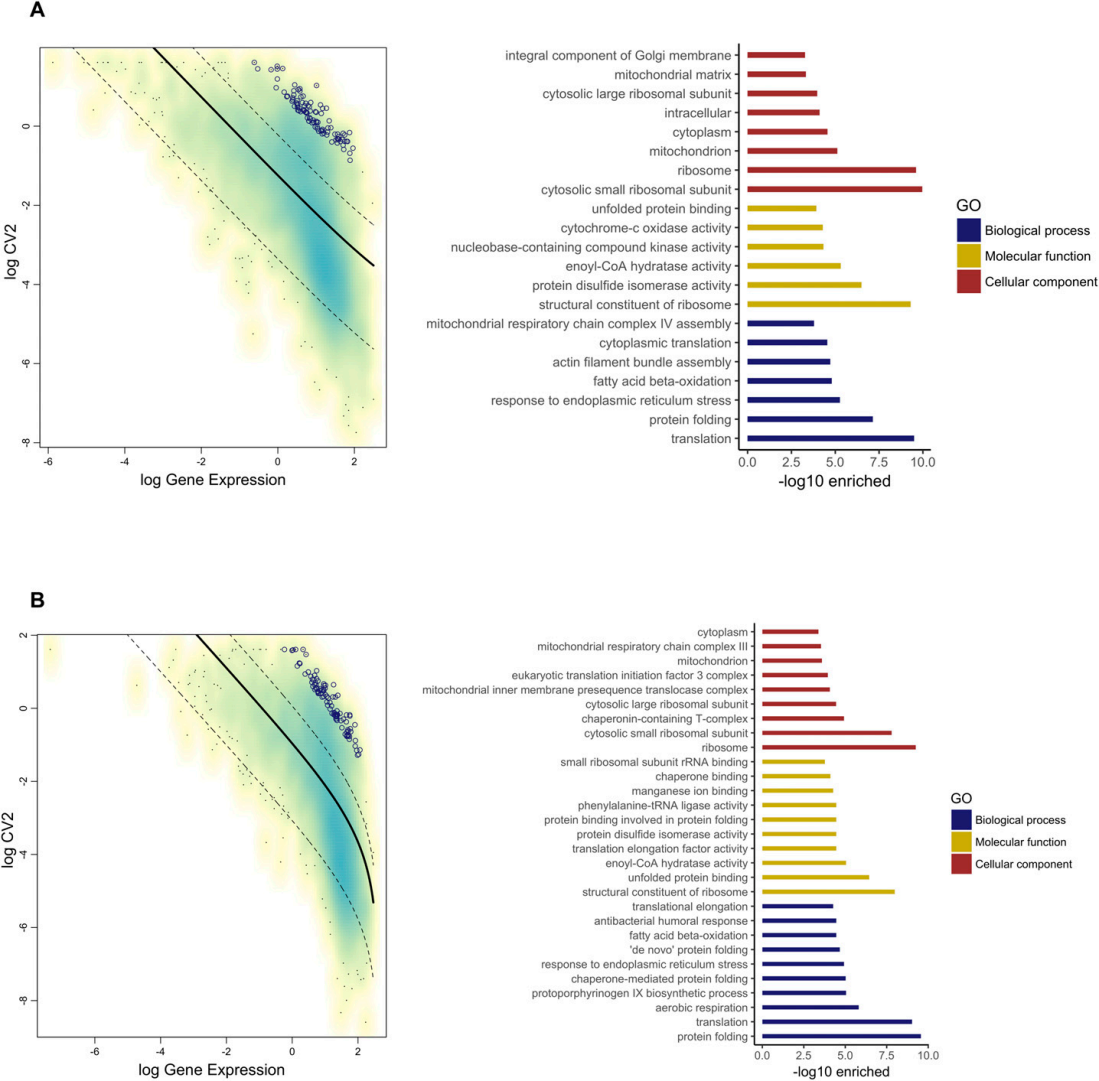
Identification of highly variable transcripts. **(A)** Highly variable transcripts in the MAGs. **(B)** Highly variable transcripts in the testes. Transcripts identified as highly variable (ranked based on the significance of deviation from the fit) are shown as circles. The coefficient of variation of each transcript was plotted as a function of mean expression in a bi-logarithmic scale. The resulting scatter plot was fitted by linear regression, with confidence intervals at 95% confidence level. The most highly associated biological, functional, and cellular process GO terms with corresponding enrichment *P*-values are also shown.

Less information could be obtained for highly variable transcripts in the testes. Comparison between genes in clusters to the published data at VectorBase did not find any clear correspondence with other expression studies including those focusing on the male reproductive tract (Magnusson et al, 2011; Papa et al, 2017). Significant enrichment in KEGG pathways included biosynthesis of amino acids, glycolysis/gluconeogenesis, and the metabolism of xenobiotics by cytochrome P450 (see Table S3).

The analysis of subnetworks corresponding to the highly variable transcripts indicated the testes and MAGs set as highly connected, and similar to the complete *An. gambiae* protein–protein network (clustering coefficient MAGs = 0.38, testes = 0.38 and complete network = 0.37). Analysis of the connectivity between the highly variable sets and transcript clusters indicated higher connectivity of the testes and MAGs (3.61 and 4.64, respectively). For cluster 2 (high expression in MAGs, low expression in testes), which generally showed low connectivity to other clusters, the highest connectivity was observed with the highly variable MAGs set.

### Evolutionary rates and correlation with gene expression

Analysis of the nonsynonymous to synonymous substitutions dN/dS (ω) for the 5,493 1:1 ortholog transcripts showed that the majority of the orthologs exhibited strong purifying selection as seen in the cumulative distribution of dN/dS (Fig 6A, upper panel). In contrast, cluster 2 (MAGs-enriched, highly expressed transcripts) shows a shift in the distribution to the right (Fig 6A, upper panel) reflective of a relaxation of selective constraints in these reproductive tissues, as previously seen in other species including mammals (Ramm et al, 2008). A similar shift was also observed in the MAGs and testes highly variable sets of transcripts (Fig 6A, lower panel). This shift is not seen in other tissue-enriched clusters.

**Figure 6.**
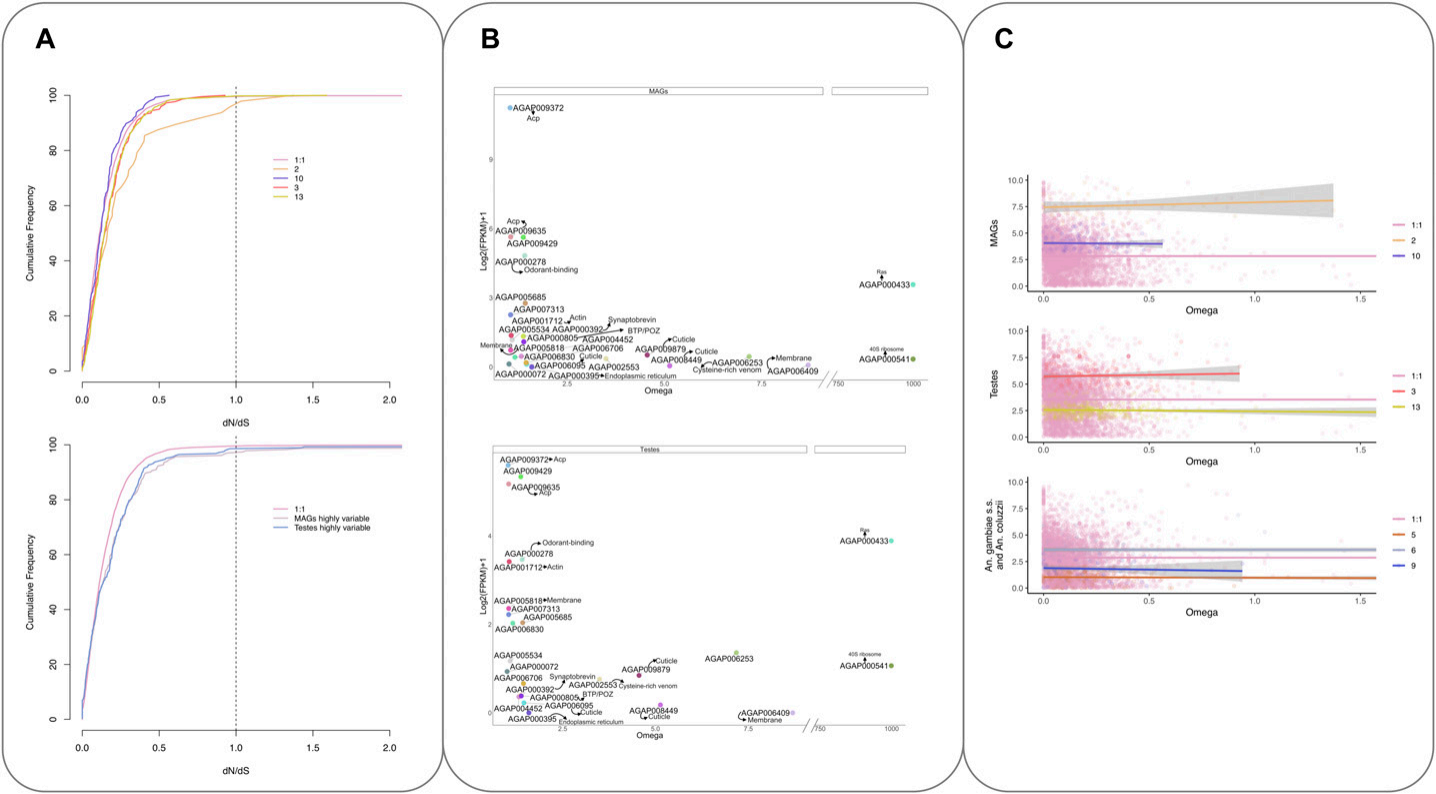
Analysis of the nonsynonymous to synonymous substitutions dN/dS (ω) for the 5,493 1:1 ortholog transcripts. **(A)** Cumulative frequency distribution of dN/dS ratios for the 5,493 orthologs (1:1) and tissue-dependent clusters (2, 10, 3, and 13) (top) and MAGs and testes highly variable genes (bottom). **(B)** Normalised expression in the MAGs (top) and testes (bottom) against ω values of the 24 transcripts showing evidence of dN/dS > 1 genes are coloured and labelled based on their available functional annotation. **(C)** Correlation between expression and evolutionary rate (ω). The x-axis shows the ratio of nonsynonymous to synonymous substitutions (dN/dS or ω). The y-axis shows the relative normalised expression (FPKM+1). MAGs-enriched clusters (top), testes-enriched clusters (middle), and lineage-dependent clusters (bottom) Clusters are compared to all 1:1 orthologs, which generally follow the trend that higher ω is associated with lower gene expression.

Overall, 24 transcripts with ω > 1 were identified (Fig 6B and C and Table S4); 22 of these also showed statistically significant evidence of positive selection using paired models M1/2 and M7/8 and were predicted to have undergone rapid diversification since the divergence of the species complex (Table S4). 

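In *An. gambiae*, the transcripts of the cuticular protein genes AGAP008449, AGAP006095, AGAP006830 and AGAP009879 had means under 1 FPKM in the MAGs. AGAP009879 had 9.16 ± 7.52 FPKM in the testes and 0.794 ± 1.06 in the MAGs (log2 fold change -2.39, adjusted p = 0.0303, limma), and the other 3 reached 1 FPKM in too few libraries to be tested. In *An. coluzzii*, AGAP006830 had 3.77 ± 1.70 FPKM in the testes and 0.378 ± 0.339 in the MAGs (log2 fold change -1.76, adjusted p = 0.0136), and it was the only one of the 4 that could be tested. AGAP008449 had 3.13 ± 4.70 FPKM and AGAP006095 1.61 ± 2.02 in the testes of *An. gambiae*, with SDs above the means.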

No enrichment of function was seen, but four transcripts were annotated as encoding cuticular proteins (AGAP008449, AGAP006095, AGAP006830, and AGAP009879). The gene encoding a putative andropin-like AMP, AGAP009429 (cluster 2), found previously in the *An. gambiae* MAGs (Dottorini et al, 2007) and in the female after mating (Rogers et al, 2008) was also found to have an ω > 1. 

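AGAP009429 lies on chromosome 3R in Table S4. It had 73.7 ± 19.0 FPKM in the MAGs and 3.65 ± 3.62 in the testes of *An. gambiae* (log2 fold change 4.44, adjusted p = 0.00522, limma). In *An. coluzzii* the 3 MAGs libraries gave 20.8, 4822 and 4579 FPKM and the testes 50.8 ± 28.6, and with this spread the tissues were not shown to differ (log2 fold change 4.06, adjusted p = 0.215), though the adjusted p was under 0.05 without MAGs replicate 1. The interaction term between tissue and species was 0.37 (adjusted p = 0.951).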

Also, in cluster 2 are two known Acps AGAP009372 and AGAP009365 (Dottorini et al, 2007), found to have ω > 1.

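AGAP009372 and AGAP009365 are both in cluster 2 of Table S2. AGAP009372 had 0.232 ± 0.401 FPKM in the testes of *An. gambiae* and 97.5 ± 112 in those of *An. coluzzii*. AGAP009365 had 301 ± 77.1 FPKM in the MAGs of *An. gambiae* and 124 ± 39.1 in those of *An. coluzzii*, with log2 fold changes between the tissues of 8.13 and 5.52 (adjusted p = 2.36e-05 and 4.78e-04, limma). The Acps listed in Table S4 are AGAP009372 and AGAP009635, which is in cluster 6. AGAP009635 had 73.2 ± 5.64 FPKM in the MAGs and 84.4 ± 72.3 in the testes of *An. gambiae*, and 77.9 ± 99.3 and 46.7 ± 31.1 in *An. coluzzii*. Its tissues were not shown to differ (log2 fold changes 1.22 and 0.08, adjusted p = 0.572 and 0.964), and the sign depended on the library left out.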

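Of the 24 transcripts of Table S4, 12 reached 1 FPKM in enough libraries to be tested in *An. gambiae* and 16 in *An. coluzzii*. In *An. gambiae*, 2 were higher in the MAGs and 2 in the testes (adjusted p under 0.05, limma), and in *An. coluzzii* 3 and 1. The median of their means was 1.25 FPKM in the MAGs and 4.26 in the testes of *An. gambiae*, and 3.94 and 1.43 in *An. coluzzii*. Among them, AGAP005818 was higher in the testes of *An. gambiae*, with 13.2 ± 3.56 FPKM against 1.73 ± 2.97 in the MAGs (log2 fold change -2.90, adjusted p = 0.0247). In *An. coluzzii*, AGAP000278 was higher in the MAGs, with 28.2 ± 8.31 against 12.3 ± 5.13 (log2 fold change 1.16, adjusted p = 0.0490), and so was AGAP000805, with 3.39 ± 2.32 against 0.367 ± 0.258 (log2 fold change 1.58, adjusted p = 0.0316). AGAP005534, AGAP005685, AGAP006253, AGAP007313, AGAP001712, AGAP002553 and AGAP000072 could be tested in at least 1 of the species and were not shown to differ between the tissues, and AGAP006409, AGAP006706, AGAP004452, AGAP000392 and AGAP000395 did not reach 1 FPKM in at least 3 libraries of either. Some of these 5 had a higher mean than tested transcripts, as AGAP000392 with 14.7 ± 25.2 FPKM in the testes of *An. gambiae*. Table S4 gives a value of 999 for 2 of the transcripts, AGAP000433-RB and AGAP000541-RB.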

Table S4 List of transcripts with evidence of dN/dS > 1.

The correlation between evolutionary rate and gene expression was also investigated. There is generally thought to be a negative correlation between gene expression and evolutionary rate (Cherry, 2010); this was also seen for the majority of 1:1 orthologs analysed in this work (see Fig 6C). However, for the highly expressed tissue-enriched clusters (2 and 3) and lineage dependent cluster 6, there is a weak but positive correlation, suggesting a weak association between higher expression levels and increasingly relaxed purifying selection in these clusters (cluster 2, slope = 0.02 R^2^ = 0.01; cluster 3, slope = 0.004, R^2^ = 0.001; and cluster 6, slope = 0.01, R^2^ = 0.006).

## Discussion

We analysed gene expression levels in two male reproductive tissues (MAGs and testes) of five closely related Anopheline species and investigated the relationships between changes in expression, DNA sequence divergence, transcriptional regulatory networks, and molecular functions. This analysis focused on closely related species, because gene expression changes, in contrast to DNA sequence variation, can vary on a large continuous scale and can evolve rapidly within a single lineage (Pollard et al, 2006). Therefore, a comparative assessment using distant lineages may not be able to account for multiple changes and hence may lead to imprecise species assignment.

Our results show that generally gene expression differences in the MAGs and testes of the five studied species are consistent with the known *Anopheles* phylogeny. Both multivariate analysis through PCA and the construction of expression-based neighbour joining trees reflect the recent divergence of *An. gambiae* s.s. and *An. coluzzii*, and the separation of this clade from the other three species (*An. arabiensis*, *An. quadriannulatus*, and *An. merus*). These results suggest the existence of time-dependent divergence of expression in the MAGs and in the testes across species so that differences are less pronounced in the recently diverged species.

A detailed analysis of transcript expression across the five species and the two tissues based on k-means clustering revealed the existence of sets of transcripts with tissue-dependent expression patterns consistent across lineages, and sets of transcripts with lineage-dependent expression patterns. Cluster analysis also revealed that tissue- and lineage-dependent patterns can be further discriminated based on the level of expression. Importantly, predicted molecular functions and transcriptional regulatory networks are correlated not only with the type of pattern (e.g., tissue-dependent or lineage-dependent) but also with the level of expression. The most evident example of this is cluster 2, which contains MAGs-expressed transcripts with high expression levels, within which we found several of the most important regulators of reproduction in *Anopheles*: 11 Acps, 20-hydroxyecdysone (20E) synthetic pathway genes, and the only two known genes participating to the synthesis of the mating plug. Likewise in cluster 10, containing transcripts with similar MAG-enriched expression patterns, but comparatively lower expression levels, we again found the genes with the known reproductive functions, two Acps and two genes part of the 20E synthetic pathway.

Similar correlations were found for transcripts with lineage-dependent expression patterns. For example, clusters 9 and 5 populated by transcripts with low expression in the major malarial vectors *An. gambiae* and *An. coluzzii* and high expression in the other three vector species show enrichment of several metabolic pathways mostly related to signalling and defence, such as fatty acid, oxidative phosphorylation, and protein processing in the ER.

Fatty acids are compounds covering different biological roles from membrane structure to energy storage and have recently also been associated with reproductive behaviour in different insects. In bumblebees, fatty acids (linoleic acid) in the mating plug have key roles in eliciting refractoriness to remating (Baer et al, 2001). The sexual transfer of fatty acids from the male has been observed in several insects: in *Aedes albopictus*, a fatty acid synthase has been found to be transferred to the female after mating and possibly related to female nutrient usage after mating (Boes et al, 2014). American cockroaches, *Musca domestica* (Wakayama et al, 1986) and *Teleogryllus commodus* (Stanley-Samuelson and Loher, 1983; Worthington et al, 2015) are other insects for which fatty acids were found in the male reproductive tract. In the mouse, differences in fatty acids composition have been also associated with sperm mobility and competition (delBarco-Trillo et al, 2015). In *Anopheles*, the considerable divergence in plug phenotypes (coagulation) and content across species has been shown (Mitchell et al, 2015). The transcriptional differences observed in the fatty acid metabolism may represent signatures of evolutionary shifts between *An. gambiae* and *An. coluzzii* and other anopheline species, possibly inducing differences in reproductive traits including sperm or mating plug coagulation phenotypes; acting as female post-mating behaviour effectors (Neafsey et al, 2015); being required for the production of sex pheromones; and controlling tissue-specific energy demand requirements. Enrichment in protein processing in ER was also detected. The ER is the major site for the translation and processing of secreted and membrane-bound proteins. The MAG is a major secretory tissue as it produces seminal fluid proteins that are secreted into the gland's lumen via the sec pathway. Several studies have shown that different *Anopheles* species do produce and transfer different amounts of MAG proteins. Clearly, genes playing a role in the translation and processing of the seminal proteins can impact the amount and the folding of the seminal proteins and hence male fertility.

To date, little is known about the transcriptional regulatory networks in the reproductive systems of the Anopheline species. To the authors knowledge, there has been only one previous paper by us (Dottorini et al, 2012) where such networks have been investigated and which identified the importance of the heath shock TF in the transcriptional regulatory networks of the MAGs of *An. gambiae*; the finding was experimentally verified in the same work.

Here, an original data mining method combining expression normalisation across species, clustering of transcripts, and TFs based on the patterns of expression levels, and protein–protein-interaction analysis, allowed identification of 23 putative TFs, which may form the basis for tissue and lineage-dependent expression patterns, in the MAGs and testes. PPI analysis also offers a tentative insight on the connectivity, composition, and configuration of these interacting subnetworks. Moreover, since our study involved comparison across five different species, we could also gain insight into which TFs are conserved across species. These are likely to represent a driving force in controlling species fitness.

It is important to note why the TFs coexpressed with the genes of a cluster were not necessarily found by PPI to interact with all the functionally relevant genes of that cluster. For example, the TFs found associated with cluster 2 were found interacting with genes responsible of the synthesis of 20E, but not with Acps, as it would be expected from the previous analyses. This is likely due to the lack of information currently available within the PPI databases, particularly for poorly understood proteins such as Acps. Whilst a complete understanding is not currently available, the identification of four Acps expressed in all species except *An. merus* and two expressed in all species except *An. gambiae* and *An. coluzzii* provides avenues for future investigation into speciation in these important vectors.

Some final interesting considerations can be made on the evolutionary constraints acting on the transcripts. As is expected, most transcripts exhibited strong purifying selection. However, the transcripts in cluster 2 (MAGs highly expressed transcripts) showed a relaxation of purifying selection, an indication of phenotypic plasticity that is reflected in the genome sequence. A similar trend was also observed for highly variable transcripts between species in both MAGs and testes. Twenty-two transcripts showed evidence of positive selection (ω > 1) and were predicted to have undergone rapid diversification since the divergence of the species complex. Amongst these, two had been previously recognised as Acps.

Contrary to the negative correlation, which is often observed between gene expression levels and evolutionary rate, a slight tendency towards a positive correlation was observed for tissue-dependent clusters (2 and 3) and for lineage-dependent cluster (6), which seems to indicate that some highly expressed genes are also more likely to be subjected to relaxed purifying, or positive selection. Although consistent, it is noted that this correlation is weak and should be confirmed and investigated across additional species.

In conclusion, we performed a large-scale analysis of the expression of transcripts and TFs involving five Anopheline species and two reproductive tissues (MAGs and testes). Thanks to inter-species normalisation and data mining, it was possible to quantitatively compare expression levels across species, leading to the identification of tissue- and lineage-dependent expression patterns. It was thus possible to observe that both expression patterns and expression levels correlate with molecular function, transcriptional regulatory network, and the interactome, suggesting an opportunity to investigate the evolutionary pathways of the mosquito through the analysis of the evolution of expression patterns. Our findings form a robust position to investigate these genes for mosquito research. Beyond *Anopheles*, our findings suggest promising venues of investigation in the study of gene expressions in rapidly evolving reproductive tissues.

## Materials and Methods

### Sample preparation

Mosquito stocks were obtained from the Malaria Research and Reference Reagent Resource Center (MR4) in Atlanta (https://www.beiresources.org/Catalog/BEIVectors/MRA-762.aspx). Specifically, *An. gambiae* s.s. (Savannah, MRA-762), *An. coluzzii* (Mopti, MRA-763), *An. arabiensis* (MRA-856), *An. merus* (MRA-1156), and *An. quadriannulatus* (MRA-1155).

Mosquito strains were maintained and reared in a climate chamber having stable temperature and relative humidity, that is, 27°C and 75%, with a 12:12 h light and dark regime. The populations of adult mosquitoes were maintained in plastic cages having the dimension of 18 × 18 × 18 cm (Acrilong) and fed ad libitum with 10% glucose plus 0.1% methylparaben as a preservative [6] from hanging sugar feeders. Mosquitoes were allowed to mate naturally within the cage, containing 50 males and twice as many females. To ensure the mating of all the male individuals, mosquitoes were left to mate for 4 d before dissection. MAGs and testes were dissected in PBS from 30 mated males at 5 d old. Tissues were isolated in RNAlater solution (QIAGEN) and stored at −80°C until RNA extraction. Total RNA was extracted from three biological replicates of 30 individual mosquitoes using the RNeasy Mini kit (QIAGEN) according to the manufacturer's instructions.

### RNA sequencing

Poly-A mRNA libraries were prepared in accordance with the Illumina TruSeq RNA sample preparation for Illumina Paired-End Indexed Sequencing. Samples were sequenced onto two lanes of an Illumina flowcell v3. The sample was then sequenced using the Illumina HiSeq1500, 2 × 100 bp paired end run.

### Gene expression quantification

RNA-seq reads from each sample were aligned to their corresponding reference genomes (*An gambiae* and *An. coluzzii* AgamP4.4; *An. arabiensis* AaraD1.4; *An. merus* AmerM2.2; and *An. quadriannulatus* AquaS1.4) using HISAT2 (Kim et al, 2015). Technical replicates from different lanes were merged using Samtools (Li et al, 2009) and then assembled in two steps to finally identify transcript level expression using StringTie (Pertea et al, 2015) (expressed as FPKM). The first assembly was performed using the corresponding reference genomes (Table S1) to identify the expression of all known transcripts in the species. A final merged assembly was generated from the de novo transcriptomes of all six samples of each species (three MAGs replicates and three testes replicates) using cuffmerge (Trapnell et al, 2012). For quantification, reads were aligned to the merged transcriptome. From the merged assembly, we used all novel transcripts in a species (not novel isoforms) and identified their orthologs in the *An. gambiae* reference genome with BLAST. Transcripts with a reciprocal best hit in *An. gambiae* and an E-value below 1 × 10^−10^ were considered to have an ortholog and added to the transcript expression lists, identified by their *An. gambiae* s.s. ortholog.

### Inter-species expression normalisation

To normalise expression levels across species, we used a procedure presented by Brawand et al (2011), which calculates weighting factors for each species by finding the most stable transcripts from a list of known orthologs (here as defined by BioMart Version 869) and calculating normalisation factors for them (see Brawand et al [2011] for details). Using these factors, we adjusted our expression values across our five species.

The procedure is as follows: (a) a list of ortholog transcripts shared by the five species is identified (BioMart Version 869); (b) expression levels associated to the ortholog genes are retrieved from the original expression dataset. The orthologs missing expression data are removed; (c) since expression levels are available in triplicates, per transcript expression is preprocessed as log2(mean(experimental triplicates) + 1); (d) within each sample, orthologs are ranked from the lowest (preprocessed) expression level to the highest. It follows that the same ortholog will potentially have different rank values in each sample; (e) the median and variance of rank values belonging to each ortholog across samples are computed. Orthologs with the highest median rank are those that are generally expressed the most across samples. Orthologs with the lowest rank variance are those whose expression levels remain the most constant across samples; (f) The orthologs whose expressions are generally very low across samples (low median) and the orthologs whose expression are generally very high across samples (high median) must be removed. This is done by ordering the orthologs on median rank value, in ascending order from the lowest, and then removing the first and last 25% (that is, only the orthologs within the IQR are kept); (g) the remaining orthologs are ordered according to variance of the expression rank across samples, from the lowest, in ascending order. This results in identification of transcripts whose level remains the most constant across samples. Of these, only the first tertile is kept for weight computation; (h) these orthologs form a valid reference for the computation of the weighting factors and are referred to as “reference orthologs” (i) going back to the preprocessed expression (result of step (c)), the median of the expression of all the reference orthologs belonging to a sample is computed separately for each sample. The result is 10 median expression values, one per sample (five species × two tissues); (j) a “global mean” is computed as the arithmetic average of the 10 median expressions obtained at the previous step; (k) the weighting factor for each sample is computed as the expression median obtained at step (i), divided by the global mean obtained at step (j); (l) in the original dataset, all the expressions belonging to all the genes in all the samples can be multiplied by their associated weighting factor.

### Identification of one-to-one (1:1) orthologs

To identify the 5,493 1:1 orthologs, we compared *An. gambiae* s.s. transcripts with transcripts of the three species with different reference genomes using BLAST and gathered a list of transcripts with reciprocal best hits in all three other genomes. We further filtered for E-value 1 × 10^−10^, percent identity 40%, and a maximum length difference between transcripts of 10% of the longest transcript length. Due to their known high sequence variation, orthology relationships of Acps were added manually.

### PCA and gene expression phylogeny

We performed PCA in R and plotted the first two principal components using ggbiplot (http://github.com/vqv/ggbiplot) with the ellipses representing the 95% confidence interval assuming normal distribution. For our phylogeny analysis, we calculated the distances between species using 1—ρ, Spearman's-correlation as a distance measure. We then used the pvclust R library to calculate the bootstrapped hierarchical clusters and plotted the phylogeny trees using the Ape library (Paradis et al, 2004).

### Clustering

Cluster analyses were performed in MeV_4_8 (Multi Experiment viewer, mev.tm4.org) using k-means clustering with log2(FPKM+1) as expression values, Euclidean distance and k = 15 (number of clusters).

### Gene ontology and pathway analyses

The Bioconductor package GOstats (v2.42.0) (Falcon & Gentleman, 2007) was used to test for over-representation of GO terms using a hypergeometric test (hyperGTest). GO terms with a corrected *P* value < 0.05 were considered significantly enriched. Pathway analysis was performed using the Bioconductor package pathview (v1.16.5), which implements KEGG pathways. Significance enrichment level of KEGG pathways was identified by using false discovery rate < 0.05 and a corrected *P* value < 0.05.

### Protein–protein interaction

Protein–protein interaction data for *An. gambiae* were obtained from StringDB https://string-db.org/ using the criteria of “experimental, database and textmining data”. Redundant interactions were filtered resulting in a dataset of 1,534,953 pairwise interactions. Subsequent analysis and visualisation was conducted in Cytoscape version 3.6.1.

### Transcriptional regulatory networks

To search for TFs,: first, we scanned the 15 clusters obtained with the 1:1 ortholog dataset for the presence of annotated *An. gambiae* DNA-binding domain families as retrieved from the TF database. This led to the identification of 147 TFs. In addition, scanning all the entries from the TF database with 1:1 orthologs in *An. gambiae*, *An. arabiensis*, *An. quadriannulatus*, and *An. merus* using Biomart, and also measurable expression in our RNAseq dataset across the five species, resulted in a total 328 TFs. Clustering and PPI analyses were performed as described earlier.

### Highly variable transcripts

The coefficient of variation of each transcript was computed considering the expression values from all the species, plotted as a function of mean expression in a bi-logarithmic scale. The resulting scatter plot was fitted by linear regression, with confidence intervals at 95% confidence level. Data points (i.e., transcripts) were then ranked based on the significance of deviation from the fit and the most discrepant were selected as “highly variable”. The top most-significantly-enriched GO terms were plotted against the negative log_10_ of the *P* value and coloured based to their functional category. *P* values were estimated based on a Chi-squared distribution and adjusted by FDR applying a cut-off of 0.05.

### Evolutionary rates and correlation with gene expression

Multiple sequence alignments of ortholog gene families were generated using the translated alignment function of Decipher (Wright, 2006) to generate a codon-based alignment. The ratio of nonsynonymous to synonymous sites (dN/dS or ω) was calculated using model M0 of the codeML package from PAML (Yang, 2007).

## Data Access

The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession number GSE117656.

## Supplementary Material

Reviewer comments

## References

[bib1] BaerB, MorganED, Schmid-HempelP (2001) A nonspecific fatty acid within the bumblebee mating plug prevents females from remating. Proc Natl Acad Sci U S A 98: 3926–3928. 10.1073/pnas.06102799811274412PMC31155

[bib2] BlekhmanR, OshlackA, ChabotAE, SmythGK, GiladY (2008) Gene regulation in primates evolves under tissue-specific selection pressures. PLoS Genet 4: e1000271 10.1371/journal.pgen.100027119023414PMC2581600

[bib3] BoesKE, RibeiroJM, WongA, HarringtonLC, WolfnerMF, SirotLK (2014) Identification and characterization of seminal fluid proteins in the Asian tiger mosquito, Aedes albopictus. PLoS Negl Trop Dis 8: e2946 10.1371/journal.pntd.000294624945155PMC4063707

[bib4] BrawandD, SoumillonM, NecsuleaA, JulienP, CsardiG, HarriganP, WeierM, LiechtiA, Aximu-PetriA, KircherM, (2011) The evolution of gene expression levels in mammalian organs. Nature 478: 343–348. 10.1038/nature1053222012392

[bib5] CherryJL (2010) Expression level, evolutionary rate, and the cost of expression. Genome Biol Evol 2: 757–769. 10.1093/gbe/evq05920884723PMC2979011

[bib6] ClarkAG, AguadeM, ProutT, HarshmanLG, LangleyCH (1995) Variation in sperm displacement and its association with accessory gland protein loci in Drosophila melanogaster. Genetics 139: 189–201.770562210.1093/genetics/139.1.189PMC1206317

[bib7] ClarkNL, AagaardJE, SwansonWJ (2006) Evolution of reproductive proteins from animals and plants. Reproduction 131: 11–22. 10.1530/rep.1.0035716388004

[bib8] delBarco-TrilloJ, MateoR, RoldanER (2015) Differences in the fatty-acid composition of rodent spermatozoa are associated to levels of sperm competition. Biol Open 4: 466–473. 10.1242/bio.20141128825795911PMC4400589

[bib9] DissanayakeSN, MarinottiO, RibeiroJM, JamesAA (2006) angaGEDUCI: Anopheles gambiae gene expression database with integrated comparative algorithms for identifying conserved DNA motifs in promoter sequences. BMC Genomics 7: 116 10.1186/1471-2164-7-11616707020PMC1524951

[bib10] DottoriniT, NicolaidesL, RansonH, RogersDW, CrisantiA, CatterucciaF (2007) A genome-wide analysis in Anopheles gambiae mosquitoes reveals 46 male accessory gland genes, possible modulators of female behavior. Proc Natl Acad Sci U S A 104: 16215–16220. 10.1073/pnas.070390410417901209PMC2042187

[bib11] DottoriniT, PersampieriT, PalladinoP, SpaccapeloR, CrisantiA (2012) Silencing of the Hsf gene, the transcriptional regulator of A. gambiae male accessory glands, inhibits the formation of the mating plug in mated females and disrupts their monogamous behaviour. Pathog Glob Health 106: 405–412. 10.1179/2047773212y.000000005823265612PMC3589661

[bib12] FalconS, GentlemanR (2007) Using GOstats to test gene lists for GO term association. Bioinformatics 23: 257–258. 10.1093/bioinformatics/btl56717098774

[bib13] FontaineMC, PeaseJB, SteeleA, WaterhouseRM, NeafseyDE, SharakhovIV, JiangX, HallAB, CatterucciaF, KakaniE, (2015) Extensive introgression in a malaria vector species complex revealed by phylogenomics. Science 347: 1258524 10.1126/science.125852425431491PMC4380269

[bib14] GabrieliP, KakaniEG, MitchellSN, MameliE, WantEJ, Mariezcurrena AntonA, SerraoA, BaldiniF, CatterucciaF (2014) Sexual transfer of the steroid hormone 20E induces the postmating switch in Anopheles gambiae. Proc Natl Acad Sci U S A 111: 16353–16358. 10.1073/pnas.141048811125368171PMC4246312

[bib15] HaertyW, SinghRS (2006) Gene regulation divergence is a major contributor to the evolution of Dobzhansky–Muller incompatibilities between species of Drosophila. Mol Biol Evol 23: 1707–1714. 10.1093/molbev/msl03316757655

[bib16] KimD, LangmeadB, SalzbergSL (2015) HISAT: A fast spliced aligner with low memory requirements. Nat Methods 12: 357–360. 10.1038/nmeth.331725751142PMC4655817

[bib17] LemosB, MeiklejohnCD, CáceresM, HartlDL (2007) Rates of divergence in gene expression profiles of primates, mice, and flies: Stabilizing selection and variability among functional categories. Evolution 59: 126–137. 10.1111/j.0014-3820.2005.tb00900.x15792233

[bib18] LiH, HandsakerB, WysokerA, FennellT, RuanJ, HomerN, MarthG, AbecasisG, DurbinR; Genome Project Data Processing S (2009) The sequence alignment/map format and SAMtools. Bioinformatics 25: 2078–2079. 10.1093/bioinformatics/btp35219505943PMC2723002

[bib19] MagnussonK, MendesAM, WindbichlerN, PapathanosPA, NolanT, DottoriniT, RizziE, ChristophidesGK, CrisantiA (2011) Transcription regulation of sex-biased genes during ontogeny in the malaria vector Anopheles gambiae. PLoS One 6: e21572 10.1371/journal.pone.002157221738713PMC3128074

[bib20] ManguinS (2013) Highlights on Anopheles nili and Anopheles moucheti, malaria vectors in Africa. Anopheles Mosquitoes: New Insights into Malaria Vectors. London, UK: Intech Open Ltd.28045480

[bib21] MitchellSN, KakaniEG, SouthA, HowellPI, WaterhouseRM, CatterucciaF (2015) Mosquito biology. Evolution of sexual traits influencing vectorial capacity in anopheline mosquitoes. Science 347: 985–988. 10.1126/science.125943525722409PMC4373528

[bib22] MoehringAJ, TeeterKC, NoorMAF (2007) Genome-wide patterns of expression in Drosophila pure species and hybrid males. II. Examination of multiple-species hybridizations, platforms, and life cycle stages. Mol Biol Evol 24: 137–145. 10.1093/molbev/msl14217032727

[bib23] NeafseyDE, WaterhouseRM, AbaiMR, AganezovSS, AlekseyevMA, AllenJE, AmonJ, ArcaB, ArensburgerP, ArtemovG, (2015) Mosquito genomics. Highly evolvable malaria vectors: The genomes of 16 Anopheles mosquitoes. Science 347: 1258522 10.1126/science.125852225554792PMC4380271

[bib24] NielsenR, BustamanteC, ClarkAG, GlanowskiS, SacktonTB, HubiszMJ, Fledel-AlonA, TanenbaumDM, CivelloD, WhiteTJ, (2005) A scan for positively selected genes in the genomes of humans and chimpanzees. PLoS Biol 3: e170 10.1371/journal.pbio.003017015869325PMC1088278

[bib25] PapaF, WindbichlerN, WaterhouseRM, CagnettiA, D'AmatoR, PersampieriT, LawniczakMKN, NolanT, PapathanosPA (2017) Rapid evolution of female-biased genes among four species of Anopheles malaria mosquitoes. Genome Res 27: 1536–1548. 10.1101/gr.217216.11628747381PMC5580713

[bib26] ParadisE, ClaudeJ, StrimmerK (2004) APE: Analyses of phylogenetics and evolution in R language. Bioinformatics 20: 289–290. 10.1093/bioinformatics/btg41214734327

[bib27] PerteaM, PerteaGM, AntonescuCM, ChangTC, MendellJT, SalzbergSL (2015) StringTie enables improved reconstruction of a transcriptome from RNA-seq reads. Nat Biotechnol 33: 290–295. 10.1038/nbt.312225690850PMC4643835

[bib28] PollardKS, SalamaSR, LambertN, LambotMA, CoppensS, PedersenJS, KatzmanS, KingB, OnoderaC, SiepelA, (2006) An RNA gene expressed during cortical development evolved rapidly in humans. Nature 443: 167–172. 10.1038/nature0511316915236

[bib29] PondevilleE, DavidJP, GuittardE, MariaA, JacquesJC, RansonH, BourgouinC, Dauphin-VillemantC (2013) Microarray and RNAi analysis of P450s in Anopheles gambiae male and female steroidogenic tissues: CYP307A1 is required for ecdysteroid synthesis. PLoS One 8: e79861 10.1371/journal.pone.007986124324583PMC3851169

[bib30] PondevilleE, MariaA, JacquesJC, BourgouinC, Dauphin-VillemantC (2008) Anopheles gambiae males produce and transfer the vitellogenic steroid hormone 20-hydroxyecdysone to females during mating. Proc Natl Acad Sci U S A 105: 19631–19636. 10.1073/pnas.080926410519060216PMC2604965

[bib31] RammSA, OliverPL, PontingCP, StockleyP, EmesRD (2008) Sexual selection and the adaptive evolution of mammalian ejaculate proteins. Mol Biol Evol 25: 207–219. 10.1093/molbev/msm24218032407

[bib32] Ravi RamK, JiS, WolfnerMF (2005) Fates and targets of male accessory gland proteins in mated female Drosophila melanogaster. Insect Biochem Mol Biol 35: 1059–1071. 10.1016/j.ibmb.2005.05.00115979005

[bib33] RifkinSA, KimJ, WhiteKP (2003) Evolution of gene expression in the Drosophila melanogaster subgroup. Nat Genet 33: 138 10.1038/ng108612548287

[bib34] RogersDW, BaldiniF, BattagliaF, PanicoM, DellA, MorrisHR, CatterucciaF (2009) Transglutaminase-mediated semen coagulation controls sperm storage in the malaria mosquito. PLoS Biol 7: e1000272 10.1371/journal.pbio.100027220027206PMC2785878

[bib35] RogersDW, WhittenMM, ThailayilJ, SoichotJ, LevashinaEA, CatterucciaF (2008) Molecular and cellular components of the mating machinery in Anopheles gambiae females. Proc Natl Acad Sci U S A 105: 19390–19395. 10.1073/pnas.080972310519036921PMC2614771

[bib36] Stanley-SamuelsonDW, LoherW (1983) Arachidonic and other long-chain polyunsaturated fatty acids in spermatophores and spermathecae of Teleogryllus cornmodus: Significance in prostaglandin-mediated reproductive behavior. J Insect Physio 29: 41 10.1016/0022-1910(83)90104-x

[bib37] SundararajanV, CivettaA (2011) Male sex interspecies divergence and down regulation of expression of spermatogenesis genes in Drosophila sterile hybrids. J Mol Evol 72: 80–89. 10.1007/s00239-010-9404-521079940

[bib38] SwansonWJ, VacquierVD (2002) The rapid evolution of reproductive proteins. Nat Rev Genet 3: 137–144. 10.1038/nrg73311836507

[bib39] ThailayilJ, MagnussonK, GodfrayHC, CrisantiA, CatterucciaF (2011) Spermless males elicit large-scale female responses to mating in the malaria mosquito Anopheles gambiae. Proc Natl Acad Sci U S A 108: 13677–13681. 10.1073/pnas.110473810821825136PMC3158155

[bib40] TrapnellC, RobertsA, GoffL, PerteaG, KimD, KelleyDR, PimentelH, SalzbergSL, RinnJL, PachterL (2012) Differential gene and transcript expression analysis of RNA-seq experiments with TopHat and Cufflinks. Nat Protoc 7: 562–578. 10.1038/nprot.2012.01622383036PMC3334321

[bib41] TurnerLM, HoekstraHE (2008) Causes and consequences of the evolution of reproductive proteins. Int J Dev Biol 52: 769–780. 10.1387/ijdb.082577lt18649289

[bib42] WakayamaEJ, Dillwith JW, BlomquistGJ (1986) Occurrence and metabolism of prostaglandins in the housefly, Muscu domesticu (L.). Insect Biochem Mol Biol 16: 895–890. 10.1016/0020-1790(86)90062-4

[bib43] WorthingtonAM, JurenkaRA, KellyCD (2015) Mating for male-derived prostaglandin: A functional explanation for the increased fecundity of mated female crickets? J Exp Biol 218: 2720–2727. 10.1242/jeb.12132726113140

[bib44] WrightE (2006) Using DECIPHER v2.0 to analyze big biological sequence data in R. R J 8: 352–359. 10.32614/RJ-2016-025

[bib45] XuC, LiQ, EfimovaO, HeL, TatsumotoS, StepanovaV, OishiT, UdonoT, YamaguchiK, ShigenobuS, (2018) Human-specific features of spatial gene expression and regulation in eight brain regions. Genome Res 1–14. 10.1101/gr.231357.117PMC607164329898898

[bib46] YangZ (2007) PAML 4: Phylogenetic analysis by maximum likelihood. Mol Biol Evol 24: 1586–1591. 10.1093/molbev/msm08817483113

# Supplementary material for: Evolution of gene expression levels in the male reproductive organs of Anopheles mosquitoes
**Source:** Life Sci Alliance. 2019 Jan 2;2(1):e201800191. doi: 10.26508/lsa.201800191
**Supplement:** Supplementary file 1

| Genome                     | Tissue | Reference Assembly |          | Novel Assembly |           |                |                  |                   |
|----------------------------|--------|--------------------|----------|----------------|-----------|----------------|------------------|-------------------|
|                            |        | Exons              | Introns  | Exons          | Introns   | Covered by Ref | Covered by Novel | # Reads (million) |
| <i>An. gambiae s.s</i>     | MAGs   | 24 (95%)           | 55 (95%) | 45 (94%)       | 120 (93%) | 79 (29%)       | 165 (60%)        | 225               |
|                            | Testes | 20 (79%)           | 42 (73%) | 35 (73%)       | 87 (67%)  | 62 (23%)       | 121 (44%)        | 348               |
| <i>An. coluzzii</i>        | MAGs   | 19 (76%)           | 43 (74%) | 29 (76%)       | 80 (75%)  | 62 (23%)       | 108 (40%)        | 51.4              |
|                            | Testes | 22 (91%)           | 50 (85%) | 35 (91%)       | 93 (87%)  | 72 (26%)       | 128 (47%)        | 71.7              |
| <i>An. merus</i>           | MAGs   | 18 (74%)           | 24 (64%) | 25 (77%)       | 55 (73%)  | 44 (15%)       | 81 (28%)         | 15.8              |
|                            | Testes | 19 (75%)           | 25 (61%) | 25 (78%)       | 54 (71%)  | 44 (15%)       | 79 (27%)         | 9.46              |
| <i>An. arabiaensis</i>     | MAGs   | 18 (72%)           | 18 (66%) | 25 (75%)       | 58 (75%)  | 36 (15%)       | 84 (34%)         | 15.7              |
|                            | Testes | 20 (83%)           | 20 (71%) | 29 (85%)       | 65 (83%)  | 40 (16%)       | 93 (38%)         | 17.4              |
| <i>An. quadriannulatus</i> | MAGs   | 19 (77%)           | 19 (71%) | 27 (80%)       | 67 (79%)  | 38 (13%)       | 94 (32%)         | 23.6              |
|                            | Testes | 19 (78%)           | 18 (67%) | 27 (80%)       | 65 (77%)  | 37 (13%)       | 92 (32%)         | 14.3              |

# Supplementary material for: Evolution of gene expression levels in the male reproductive organs of Anopheles mosquitoes
**Source:** Life Sci Alliance. 2019 Jan 2;2(1):e201800191. doi: 10.26508/lsa.201800191
**Supplement:** Supplementary file 2

|            |               |
|------------|---------------|
| AGAP008232 | TF.8(Lineage) |
| AGAP005804 | TF.15(Testes) |
| AGAP007539 | TF.15(Testes) |
| AGAP002236 | TF.15(Testes) |
| AGAP005362 | TF.15(Testes) |
| AGAP009889 | TF.15(Testes) |
| AGAP007978 | TF.15(Testes) |
| AGAP006736 | TF.15(Testes) |
| AGAP008845 | TF.15(Testes) |

|            |                        |
|------------|------------------------|
| AGAP000044 | Testes Highly variable |
| AGAP000165 | Testes Highly variable |
| AGAP000361 | Testes Highly variable |
| AGAP000426 | Testes Highly variable |
| AGAP000496 | Testes Highly variable |
| AGAP000541 | Testes Highly variable |
| AGAP000604 | Testes Highly variable |
| AGAP000624 | Testes Highly variable |
| AGAP000627 | Testes Highly variable |
| AGAP000654 | Testes Highly variable |
| AGAP000655 | Testes Highly variable |
| AGAP000669 | Testes Highly variable |
| AGAP000692 | Testes Highly variable |
| AGAP000694 | Testes Highly variable |
| AGAP000733 | Testes Highly variable |
| AGAP000851 | Testes Highly variable |
| AGAP000883 | Testes Highly variable |
| AGAP000954 | Testes Highly variable |
| AGAP000969 | Testes Highly variable |
| AGAP001023 | Testes Highly variable |
| AGAP001025 | Testes Highly variable |
| AGAP001065 | Testes Highly variable |
| AGAP001165 | Testes Highly variable |
| AGAP001368 | Testes Highly variable |
| AGAP001387 | Testes Highly variable |
| AGAP001416 | Testes Highly variable |
| AGAP001417 | Testes Highly variable |
| AGAP001424 | Testes Highly variable |
| AGAP001446 | Testes Highly variable |
| AGAP001502 | Testes Highly variable |
| AGAP001620 | Testes Highly variable |
| AGAP001680 | Testes Highly variable |
| AGAP001706 | Testes Highly variable |
| AGAP001711 | Testes Highly variable |
| AGAP001728 | Testes Highly variable |
| AGAP001735 | Testes Highly variable |
| AGAP001767 | Testes Highly variable |
| AGAP001813 | Testes Highly variable |
| AGAP001903 | Testes Highly variable |
| AGAP001914 | Testes Highly variable |
| AGAP001952 | Testes Highly variable |
| AGAP002043 | Testes Highly variable |
| AGAP002059 | Testes Highly variable |
| AGAP002076 | Testes Highly variable |

|            |                      |
|------------|----------------------|
| AGAP005129 | MAGs Highly variable |
| AGAP007693 | MAGs Highly variable |
| AGAP009109 | MAGs Highly variable |
| AGAP028100 | MAGs Highly variable |
| AGAP008122 | MAGs Highly variable |
| AGAP005830 | MAGs Highly variable |
| AGAP003212 | MAGs Highly variable |
| AGAP007473 | MAGs Highly variable |
| AGAP004919 | MAGs Highly variable |
| AGAP007668 | MAGs Highly variable |
| AGAP011635 | MAGs Highly variable |
| AGAP008888 | MAGs Highly variable |
| AGAP002904 | MAGs Highly variable |
| AGAP006388 | MAGs Highly variable |
| AGAP001008 | MAGs Highly variable |
| AGAP002543 | MAGs Highly variable |
| AGAP004238 | MAGs Highly variable |
| AGAP013186 | MAGs Highly variable |
| AGAP000321 | MAGs Highly variable |
| AGAP012636 | MAGs Highly variable |
| AGAP005972 | MAGs Highly variable |
| AGAP001546 | MAGs Highly variable |
| AGAP009127 | MAGs Highly variable |
| AGAP004080 | MAGs Highly variable |
| AGAP010405 | MAGs Highly variable |
| AGAP002625 | MAGs Highly variable |
| AGAP008082 | MAGs Highly variable |
| AGAP001760 | MAGs Highly variable |
| AGAP003012 | MAGs Highly variable |
| AGAP006649 | MAGs Highly variable |
| AGAP009635 | MAGs Highly variable |
| AGAP000044 | MAGs Highly variable |
| AGAP008034 | MAGs Highly variable |
| AGAP011329 | MAGs Highly variable |
| AGAP011946 | MAGs Highly variable |
| AGAP009192 | MAGs Highly variable |
| AGAP010785 | MAGs Highly variable |
| AGAP007917 | MAGs Highly variable |
| AGAP006408 | MAGs Highly variable |
| AGAP007297 | MAGs Highly variable |
| AGAP011636 | MAGs Highly variable |
| AGAP001914 | MAGs Highly variable |
| AGAP012521 | MAGs Highly variable |
| AGAP003768 | MAGs Highly variable |
| AGAP011833 | MAGs Highly variable |
| AGAP003486 | MAGs Highly variable |

# Supplementary material for: Evolution of gene expression levels in the male reproductive organs of Anopheles mosquitoes
**Source:** Life Sci Alliance. 2019 Jan 2;2(1):e201800191. doi: 10.26508/lsa.201800191
**Supplement:** Supplementary file 4

| ID            | Omega | Chromosome/scaffold name | Start    | End      | Gene description                                                              |
|---------------|-------|--------------------------|----------|----------|-------------------------------------------------------------------------------|
| AGAP005534-RA | 1.086 | 2L                       | 16691245 | 16692514 |                                                                               |
| AGAP005685-RA | 1.423 | 2L                       | 18746156 | 18746953 |                                                                               |
| AGAP005818-RA | 1.047 | 2L                       | 21831271 | 21832371 | nurim homolog [Source:VB Community Annotation]                                |
| AGAP006095-RA | 1.455 | 2L                       | 26615393 | 26616178 | cuticular protein RR-1 family 106 [Source:VB Community Annotation]            |
| AGAP006253-RA | 7.178 | 2L                       | 28620618 | 28621149 | Cysteine-rich venom protein [Source:VB Community Annotation]                  |
| AGAP006409-RA | 8.694 | 2L                       | 31569083 | 31569433 |                                                                               |
| AGAP006706-RA | 1.445 | 2L                       | 37112415 | 37113213 |                                                                               |
| AGAP006830-RA | 1.157 | 2L                       | 39087872 | 39093776 | cuticular protein RR-1 family 58 [Source:VB Community Annotation]             |
| AGAP007313-RA | 1.046 | 2L                       | 45309741 | 45310625 |                                                                               |
| AGAP001712-RA | 1.061 | 2R                       | 8859258  | 8860220  | actin related protein 2/3 complex, subunit 3 [Source:VB Community Annotation] |
| AGAP002553-RA | 3.496 | 2R                       | 22774444 | 22776503 |                                                                               |
| AGAP004452-RA | 1.321 | 2R                       | 56391403 | 56398232 |                                                                               |
| AGAP008449-RA | 5.134 | 3R                       | 10877642 | 10878471 | cuticular protein CPLCG family (CPLCG5) [Source:VB Community Annotation]      |
| AGAP009372-RA | 1.033 | 3R                       | 31825768 | 31826272 | Acp                                                                           |
| AGAP009429-RA | 1.372 | 3R                       | 33439610 | 33440066 |                                                                               |
| AGAP009635-RA | 1.047 | 3R                       | 37367914 | 37368590 | Acp                                                                           |
| AGAP009879-RA | 4.558 | 3R                       | 44722312 | 44724555 | cuticular protein RR-1 family 81 [Source:VB Community Annotation]             |
| AGAP000072-RA | 1.005 | X                        | 1120489  | 1121931  |                                                                               |
| AGAP000278-RA | 1.409 | X                        | 5035248  | 5036100  | odorant-binding protein 9 [Source:VB Community Annotation]                    |
| AGAP000392-RA | 1.373 | X                        | 7190193  | 7191535  | synaptobrevin homolog YKT6 [Source:VB Community Annotation]                   |
| AGAP000395-RA | 1.59  | X                        | 7231460  | 7232678  | endoplasmic reticulum protein [Source:VB Community Annotation]                |
| AGAP000433-RB | 999   | X                        | 7694969  | 7699060  | Ras-related protein Rab-39B [Source:VB Community Annotation]                  |
| AGAP000541-RB | 999   | X                        | 9680497  | 9683814  | 40S ribosomal protein S15a [Source:VB Community Annotation]                   |
| AGAP000805-RA | 1.385 | X                        | 14756843 | 14758303 | BTB/POZ domain-containing protein KCTD16 [Source:VB Community Annotation]     |

How the deposited data were processed for this re-analysis (not part of the article)

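The authors aligned the reads of each library with HISAT2 and estimated transcript levels with StringTie, and the deposited tables hold FPKM for each annotated transcript. The unit was checked against the values of the tables before use. The 30 libraries form 10 groups of 3 biological replicates, MAGs and testes of *An. gambiae*, *An. coluzzii*, *An. arabiensis*, *An. merus* and *An. quadriannulatus*, and species, tissue and replicate number were taken from the sample labels. Read counts were not used here. The depth of a library was described by the fifth percentile of its values above 0, a measure chosen after another estimate had turned out to be unusable on these values.

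MAGs and testes of each species were compared with limma (version 3.58.1, R 4.3.3) on log2(FPKM + 1), with an intensity trend, for transcripts with at least 1 FPKM in at least 3 of the libraries compared. Tests are two-sided and p-values were adjusted with the Benjamini-Hochberg method. A transcript was counted as different between tissues at an adjusted p under 0.05 and a log2 fold change of at least 2 in size. This bound was chosen here and is not that of the paper, which calls a transcript enriched at a log2 (fold change + 1) of at least 2. A bound of 1 was used for the transcripts of a cluster and for *An. gambiae* against *An. coluzzii*. A species by tissue term in limma, over the 12 libraries of *An. gambiae* and *An. coluzzii*, tested whether the tissue difference differs between these species. TF sets were tested by gene, as the sum over its transcripts, because Table S2 lists them by gene, and a call on a TF set, on the genes taken from Table S3 or on the transcripts of Table S4 used the adjusted p alone. The clusters, the highly variable transcripts and the omega values are those of the paper's supplementary tables.

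The percentage of enriched transcripts used the paper's bound on log2 (fold change + 1). It was taken on values without weighting factors and over all transcripts with a mean above 0 in either tissue, which are choices made here, since the paper describes weighting factors and does not state over which transcripts its percentages were taken. The percentage is given with the SD over the percentages from the 3 replicate numbers. Shares of the summed FPKM and scores on principal components were compared with exact permutation tests, and 3 libraries against 3 cannot give a p under 0.1. Correlations were tested with permutations. For the replicate block the replicate number of the sample labels entered the model as a block. Nothing in the labels says that libraries with the same number share a cage, a day or a sequencing run, so libraries with the same number were also compared with libraries with different numbers. With group means removed, the second value largely follows from the first, so the comparison has no separate baseline. For each count from limma, the other ways of dividing the libraries into groups of the same size were run as well.

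The pipeline was tested on simulated data before use. Values were drawn for 9573 transcripts in 3 against 3 libraries with the spread of the *An. gambiae* libraries, and 200 of them, with a mean log2 level of at least 3, were raised or lowered by 2 on the log2 scale. Of the changed transcripts, 60.5% were recovered with the right sign at an adjusted p under 0.05. Of the calls, 8.00 were unchanged transcripts (6.20%), and the median estimate for transcripts raised by 2 was 2.01. Calls in the simulation did not need a log2 fold change of at least 2, whereas the counts of tissue differences did. The 60.5% is therefore not the share that those counts would recover.

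The text names every gene the paper names in its text, Fig 4, Fig S1 or Table S4 that has a value. It also names, in each species, the transcripts with the 2 largest log2 fold changes in each direction among those past the threshold whose libraries of one tissue all lie above those of the other, and the same for *An. gambiae* against *An. coluzzii* in each tissue. The transcript with the highest mean in each species and tissue is named too. The tables hold identifiers of transcripts, and gene names are those the paper gives. Where a gene has several transcripts, the one listed in Table S2 was taken.

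The alternatives were a pseudocount of 0.1, no filter on low values, quantile normalisation, libraries rescaled to the same sum, the replicate block, limma without the trend, gene sums, leaving out each library, other definitions of enrichment, weighting factors as multipliers or divisors for *An. gambiae* and *An. coluzzii*, computed here over the 4 groups of these species with the steps of the paper, a bound of 0.5 FPKM, the 50 highest transcripts, PCA without scaling or over every transcript, and other distances. The closing section gives their effect.

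Only *An. gambiae* and *An. coluzzii* share identifiers. The PCA, tree and clustering of the 5 species, the level of clusters 5, 6 and 9 in the 5 species and the highly variable transcripts were not re-derived here, nor were weighting factors for *An. arabiensis*, *An. merus* and *An. quadriannulatus*, since each needs orthologs paired between the identifiers of these species. Evolutionary rates and binding site scans were not analysed here, since both need sequences. Descriptive steps and figures used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and R read the list of files with jsonlite 2.0.0.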

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

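In this part, the tests on carry-over of MAGs RNA and on reads shared between the Acp53Ea homologs were chosen only after the results were seen.

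The tissue difference differed between *An. gambiae* and *An. coluzzii* for 38 of 4779 transcripts (limma interaction term of at least 1 in size, adjusted p under 0.05), and 797 had an unadjusted p under 0.05. The difference lay more towards the MAGs in *An. gambiae* for 6 of them and in *An. coluzzii* for 32. The libraries of each tissue were also divided into 2 other groups of 3, keeping to divisions that part every pair of libraries with the same replicate number, as the species do. Of these 32 splits, 4 gave at least as many transcripts, the real one included. A split that exchanged 1 MAGs pair between the species gave 39. Exchanging all 3 testes pairs gave 309, but there the term measures the species difference itself, and adding 1 MAGs pair to that gave 64. The other splits gave at most 27. By this count of splits alone, the number of transcripts cannot be told apart from a chance division of the libraries. The splits with 39, 309, 64 and 27 transcripts keep the testes groups whole or exchange them fully and so still hold the species difference of the testes, and the 24 splits that mix the testes groups gave at most 13. The splits are thus not a clean measure of chance here. The count also depended on the settings, with 8 transcripts after quantile normalisation and 199 without *An. gambiae* testes replicate 1. A biological difference between the species is not shown by this count.

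Among the Acps the paper names, the tissue difference was larger in *An. gambiae* than in *An. coluzzii* for 3, by 2.61 for AGAP009365 (adjusted p = 0.0418), 4.49 for AGAP009367 (adjusted p = 0.0293) and 2.84 for AGAP012706 (adjusted p = 0.00690) on the log2 scale. All were higher in the MAGs in both species. For AGAP009367 the species were close in the MAGs, and the testes held 0.814 ± 0.737 FPKM in *An. gambiae* and 62.2 ± 39.0 in *An. coluzzii*. For AGAP012706 the testes were low in both, with 0.259 ± 0.237 and 0.180 ± 0.197 FPKM, and the species differed in the MAGs. For AGAP009365 the species were not called different in the MAGs (log2 difference 1.28, adjusted p = 0.0847, limma), and it was not tested between the species in the testes, since it did not reach 1 FPKM in at least 3 of these libraries.

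A candidate explanation for AGAP009367 and AGAP009365 is MAGs RNA carried into the testes samples of *An. coluzzii*. Over 12 MAGs markers (Acps and the genes of the mating plug), the testes libraries of *An. coluzzii* held a median of 1.56%, 0.597% and 0.673% of the MAGs level, against 0.0254%, 0.0293% and 0% in *An. gambiae*. The levels in testes and MAGs of *An. coluzzii* correlated across the markers, with Spearman's rho of 0.909, 0.795 and 0.704 (permutation p = 3.00e-04, 0.00268 and 0.0129, adjusted p = 0.00180, 0.00804 and 0.0258 over 6 relations). Pearson's r on the log2 scale was 0.798, 0.646 and 0.648 (permutation p = 0.00282, 0.0249 and 0.0247, adjusted p = 0.0169, 0.0499 and 0.0499). Genes are not independent replicates. In *An. coluzzii*, AGAP009373 and AGAP009370 had MAGs medians of only 0.0253 and 7.59 FPKM, and at most 0.011 FPKM in the testes. Markers low in both tissues can raise the correlation without bearing on carry-over. In *An. gambiae*, rho was 0.259, -0.182 and -0.303. If RNA was carried over, nearly all markers would also rank the testes libraries alike. Of the 12 markers, 5 ranked them in the order of the medians, replicate 1 above 3 above 2. These were 5 of the 7 markers with a MAGs median of at least 100 FPKM, and the markers below that would give under 1 FPKM at 1% of their median, so their order says little. The other 2 of the 7 were AGAP009371 and AGAP009365 itself. AGAP009371 held 1.19%, 6.47% and 0.293% of its MAGs level, highest in replicate 2, the library with the lowest median. AGAP009365 held 1.56%, 0.567% and 2.85% of its MAGs level, highest in replicate 3. AGAP009368 is among the 5, and its testes values were 316%, 51.2% and 239% of its MAGs median, which a small amount of carried RNA does not account for. They were 0.832%, 0.135% and 0.628% of its value in MAGs replicate 2 (95791 FPKM), close to those of AGAP009099 against its own highest MAGs library (1.19%, 0.139% and 0.548%), but that replicate lies so far above the other 2 that most values would look small beside it. This marker therefore decides neither way. AGAP009360 held 167% of its MAGs median in testes replicate 3 and 138% of its highest MAGs library, which a small amount of carried RNA does not account for. The ranks therefore leave the question open.

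Carry-over of MAGs RNA would also bring in the other transcripts that are high in the MAGs. With the 12 markers left out, 18 transcripts of *An. coluzzii* had at least 500 FPKM in each MAGs library and at most 10% of the MAGs median in each testes library, and 11 of them ranked the testes libraries 1 above 3 above 2, at a median of 2.16%, 0.213% and 1.07% in replicates 1, 2 and 3. With a bound of 100 FPKM it was 32 of 64, and with 1000 FPKM 8 of 11. With the markers that meet the bounds included, AGAP009367 among them, it was 14 of 21 at 500 FPKM, 36 of 69 at 100 FPKM and 11 of 14 at 1000 FPKM. These bounds were set after the values had been seen, and the share that ranked alike depended on them and on the markers. Against carry-over, AGAP012682 had a MAGs median of 5752 FPKM and 0.0369, 0.335 and 0 FPKM in the testes, and AGAP005791 had 2742 FPKM and 0 in each testes library. Carry-over that takes all MAGs transcripts alike does not account for these 2. AGAP006583 and AGAP000883 held 0% and 0.0941% of their MAGs medians in testes replicate 1, but 2.25% and 3.71% in replicate 3. They thus lack the excess in replicate 1. Whether carry-over took some transcripts and not others was not tested. Whether reads of AGAP012682 and AGAP005791 were lost or assigned elsewhere was not tested either. For AGAP009367 and AGAP009365, carry-over into the testes of *An. coluzzii* is thus neither shown nor ruled out, and the same holds for expression in the testes.

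AGAP012706 is one of 3 homologs of Acp53Ea, and reads shared between near-identical transcripts may shift values from one to another. If so, their sum would vary less between replicates than the single transcripts. In the MAGs of *An. coluzzii*, the highest replicate over the lowest was 1.24 for AGAP009369, 1.27 for AGAP012706 and 947 for AGAP009370, and it was 104 for the sum. Sharing of reads between the 3 does therefore not account for the swings of AGAP009370. The test concerns these swings only. For the difference of AGAP012706 between the species, sharing of reads was not tested. In *An. gambiae* testes replicate 2, AGAP012706 and AGAP009370 had the same value, 0.313 FPKM, as divided reads would give. Whether sequence differences of *An. coluzzii* from the *An. gambiae* genome lower the value of AGAP012706 was not tested either, and the difference between the species cannot be told apart from these explanations.

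The clusters, the PCA and the variable transcripts of the paper rest on the 1:1 orthologs, and much of the expression lies outside them. In *An. gambiae* the other 10184 transcripts held 55.9% ± 3.43 of the summed FPKM in the MAGs and 49.6% ± 0.624 in the testes (n = 3), and in *An. coluzzii* 53.3% ± 5.46 and 52.99% ± 2.99. Of the transcripts higher in the MAGs, 331 of 487 in *An. gambiae* and 289 of 461 in *An. coluzzii* were outside the orthologs, and of those higher in the testes 652 of 1206 and 420 of 761. The highest of them was AGAP009358-RB in *An. gambiae* MAGs, AGAP009352-RA in *An. coluzzii* MAGs (13978 FPKM against 136 in the testes, log2 fold change 7.14, adjusted p = 0.00173) and AGAP006194-RA in the testes of both species (4579 and 5964 FPKM). No explanation for these shares, technical or biological, was tested.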

How the results depend on the processing

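The alternatives and the genes to be named were chosen before the data were examined, except that leaving out single libraries for the percentages of enriched transcripts was chosen after seeing the data. Where a result changed, the cause was not tested.

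Over 45 counts, percentages and distances, 168 of 205 values from alternatives that keep all libraries stayed close to the reported one. So did 214 of 282 values with 1 library or replicate number left out. Close was within 1.5 times for a count and within 1 SD otherwise. For the share of the highest transcripts, it was the same direction and the same side of p = 0.05 (exact permutation test). That p cannot go under 0.1 with 3 libraries against 3, so these shares could fail only by changing direction. Over 56 single transcripts and TF sets, 372 of 386 and 280 of 300 stayed close, keeping their direction and their side of an adjusted p of 0.05, or a count within 1.5 times for a TF set. The counts of clusters 2 and 3 were among those that stayed close under every alternative run, in *An. gambiae* and *An. coluzzii*.

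Quantile normalisation gave 741 transcripts higher in the MAGs and 705 higher in the testes of *An. gambiae* (reported 487 and 1206), 531 and 671 in *An. coluzzii* (461 and 761), 555 and 714 in *An. arabiensis* (337 and 1084), 642 and 784 in *An. merus* (463 and 1028) and 584 and 749 in *An. quadriannulatus* (305 and 1316). Quantile normalisation gives MAGs and testes libraries the same distribution and so centres the log2 fold changes near 0. The balance between the tissues in these counts follows largely from that, and says little on the excess of transcripts higher in the testes. Quantile normalisation also gave 136 transcripts of cluster 13 in *An. gambiae* (217). Rescaling to the same sum gave 1640 transcripts higher in the testes of *An. arabiensis*. For cluster 5 in *An. coluzzii* the replicate block gave 7 (11).

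Between *An. gambiae* and *An. coluzzii*, 77 transcripts differed in the MAGs without the filter, 64 on libraries rescaled to the same sum and 45 with the replicate block (120). In the testes, 46 differed after quantile normalisation and 110 after rescaling (218), and 0 with the replicate block, where 849 had an unadjusted p under 0.05. The count of transcripts whose tissue difference differs between the species was 20 with a pseudocount of 0.1, 8 after quantile normalisation, 13 after rescaling and 11 with the replicate block (38).

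The testes minus MAGs difference in the percentage of enriched transcripts was 11.4 points in *An. gambiae*, 5.65 in *An. arabiensis* and 9.09 in *An. quadriannulatus* from the ratio of (mean + 1) values. With a mean of at least 1 FPKM in either tissue it was 26.7 in *An. gambiae*, 9.39 in *An. merus* and -1.11 in *An. coluzzii*. With the weighting factors multiplied it was 27.7 in *An. gambiae* and 3.98 in *An. coluzzii*, and with the factors as divisors 10.9 and -1.005. The difference in the share of enriched transcripts under 1 FPKM was 0 points in *An. gambiae*, *An. arabiensis*, *An. merus* and *An. quadriannulatus* with the ratio of (mean + 1) values, as that ratio requires, and 20.2 points in *An. quadriannulatus* with a bound of 0.5 FPKM. The share of PC1 was 44.9% without scaling and 33.4% over every transcript, and the testes distance 0.181 as the median over pairs.

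With 1 library left out, the counts ranged from 306 to 547 for transcripts higher in the MAGs of *An. gambiae*. In *An. gambiae* they ranged from 80 to 165 in cluster 13, 6 to 32 in cluster 5, 15 to 36 in cluster 6 and 8 to 20 in cluster 9, and in *An. coluzzii* from 28 to 111 in cluster 13, 4 to 11 in cluster 5 and 2 to 8 in cluster 9. Between the species the ranges were 7 to 112 in the MAGs and 0 to 367 in the testes, where the 0 came without *An. gambiae* testes replicate 2, with 759 transcripts at an unadjusted p under 0.05. Without *An. coluzzii* testes replicate 1, 2 or 3 the count was 4, 7 and 6, with 660, 676 and 746 at an unadjusted p under 0.05. For the interaction term the range was 8 to 199. The difference in enriched percentages ranged from 12.8 to 22.8 points in *An. gambiae*, -2.17 to 8.499 in *An. coluzzii*, 6.16 to 13.2 in *An. arabiensis* and 3.11 to 9.65 in *An. merus*, and the share of PC1 from 37.2 to 43.6%.

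The sign of a log2 fold change reversed for AGAP001038 in *An. gambiae* after quantile normalisation (0.23), which shifted the median of all tested transcripts, for AGAP009635 in *An. gambiae* without testes replicate 1 (-0.78), and for AGAP009368 in *An. coluzzii* without MAGs replicate 2 (-0.77). For AGAP009635 in *An. coluzzii* it reversed on rescaled libraries (-0.17) and without MAGs replicate 2 (-0.99), testes replicate 1 (-0.27) or testes replicate 2 (-0.08). On gene sums it reversed for AGAP005175 in *An. gambiae* (-0.41) and *An. coluzzii* (-0.25) and for AGAP007784 in *An. coluzzii* (-0.30). AGAP009192 in *An. coluzzii* after quantile normalisation (-0.62) and AGAP000882 in *An. coluzzii* with the replicate block (1.88) kept their direction and no longer had an adjusted p under 0.05. The same held with 1 library left out for AGAP007374 in *An. coluzzii* without testes replicate 2 (-1.52) or 3 (-1.63) and AGAP000882 in *An. coluzzii* without testes replicate 1 (1.80) or 2 (1.70). An adjusted p under 0.05 was gained by AGAP009429 in *An. coluzzii* without MAGs replicate 1 (6.65) and by AGAP009192 (0.98) and AGAP007784 (-1.60) in *An. gambiae* without testes replicate 1. With 1 library left out, the log2 fold change ranged from -0.78 to 2.23 for AGAP009635 in *An. gambiae*, from -0.99 to 0.78 for AGAP009635 in *An. coluzzii* and from -0.77 to 3.63 for AGAP009368 in *An. coluzzii*.

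Of the TF set that Table S2 names for the MAGs, the number of genes higher in the MAGs of *An. gambiae* was 2 after quantile normalisation and 1 after rescaling, with the replicate block, or without testes replicate 1 or 3 (reported 0). In *An. coluzzii* it was 0 without the filter, after quantile normalisation, after rescaling and with the replicate block, with 1, 0, 0 and 1 at an unadjusted p under 0.05 (reported 1). It was 2 without *An. coluzzii* MAGs replicate 2 and 0 without each other library of *An. coluzzii*, with at most 1 at an unadjusted p under 0.05. Of the set named for the lineage pattern, every gene that could be tested was higher in the MAGs under every alternative run. Without 1 MAGs library, 4 of the 6 genes could be tested in *An. gambiae* and 5 in *An. coluzzii*. Under the other alternatives all 6 could.

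Taking only transcripts of the reference annotation gave no other value for the share of the highest transcripts, since the tables hold no others. Alternatives that need the orthologs of the 5 species paired (all those for the level of clusters 5, 6 and 9, an FDR of 0.01 and separate libraries for the highly variable transcripts, and weighting factors in *An. arabiensis*, *An. merus* and *An. quadriannulatus*) were not run. The lower end of the positive values lies higher in *An. coluzzii* MAGs replicate 2 and *An. gambiae* testes replicate 3 than in the other libraries of their groups, so results on lowly expressed transcripts are less certain there. Whether depth is the reason is not known.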

Differences from the paper's values

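The paper gives about 8.5% of transcripts enriched or highly enriched in the MAGs of *An. gambiae* in Fig 1A, read by eye, against 15.7% here. Of the alternatives set before the data were examined, the ratio of (mean + 1) values (3.60%), a mean of at least 1 FPKM in either tissue (9.39%) and the weighting factors multiplied (13.5%) closed the gap, in that each lay within the SD over replicate numbers (5.02 points) of the paper's value. The first of these lies below the paper's value by nearly that SD, and the last lies above it by nearly that SD. The percentage over enriched and ubiquitous transcripts (23.9%), the weighting factors as divisors (18.1%) and leaving out replicate 1, 2 or 3 of both tissues (20.7%, 16.6% and 14.9%) did not. In the testes of *An. gambiae*, where the paper gives about 25% in Fig 1A, read by eye, against 34.3% here, the ratio of (mean + 1) values and the weighting factors multiplied gave 15.0% and 41.2%, farther from the paper's value, a mean of at least 1 FPKM in either tissue gave 36.1%, also farther, and the weighting factors as divisors gave 29.0%, closer to it.

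For the testes of *An. coluzzii* the paper gives about 12% in Fig 1A, read by eye, against 21.0% here. Of the alternatives set before the data were examined, a mean of at least 1 FPKM in either tissue (16.8%) closed the gap in the same sense (SD 5.35 points). The ratio of (mean + 1) values (6.14%), the percentage over enriched and ubiquitous transcripts (26.1%), the weighting factors multiplied (22.6%) or as divisors (19.5%) and leaving out replicate 1, 2 or 3 of both tissues (23.1%, 23.0% and 22.8%) did not.

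In the other 8 groups of Fig 1A, the testes of *An. gambiae* included, the value here was also higher than the one read by eye, by less than 1.5 times. The testes of *An. arabiensis* had 25.3% here against about 18% in Fig 1A, read by eye, those of *An. quadriannulatus* 31.3% against about 22% in Fig 1A, read by eye, and those of *An. merus* 22.2% against about 17% in Fig 1A, read by eye. The ratio of (mean + 1) values gave 9.50%, 11.9% and 9.57% in these testes, below the paper's values. With a mean of at least 1 FPKM in either tissue the testes were at 23.8%, 31.3% and 21.2%. With the same setting the MAGs were at 12.6% in *An. arabiensis* (about 12% in Fig 1A, read by eye, 16.1% here), 8.69% in *An. quadriannulatus* (about 9% in Fig 1A, read by eye, 13.3% here), 11.8% in *An. merus* (about 12% in Fig 1A, read by eye, 16.3% here) and 17.9% in *An. coluzzii* (about 14% in Fig 1A, read by eye, 19.6% here), each closer to the paper's value.

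The paper names *An. coluzzii* as the exception to a higher share of enriched transcripts in the testes. Here the testes exceeded the MAGs by 1.43 points in *An. coluzzii* from the means, less than the SD, and in each replicate number. The difference was -1.11 with a mean of at least 1 FPKM in either tissue, -0.0641 with the ratio of (mean + 1) values and -1.005 with the weighting factors as divisors. It was 1.33 over enriched and ubiquitous transcripts, 3.98 with the weighting factors multiplied, and 2.14, 7.13 and 0.788 without replicate 1, 2 or 3 of both tissues. With 1 library left out, which was chosen after seeing the data, it was 5.19, 8.499 and 4.46 without MAGs replicate 1, 2 or 3, -1.55 and -2.17 without testes replicate 1 or 3, and closer to 0 but negative without testes replicate 2.

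In the paper AGAP006582 is expressed in all species but *An. gambiae* and *An. coluzzii*. Here the sum over its transcripts was 13.2 ± 3.36 FPKM in the MAGs of *An. gambiae* and 48.2 ± 13.1 in those of *An. coluzzii*, while the transcript of Table S2 was at or near 0.

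Table S2 and Fig 4 name TF sets for the MAGs and for the lineage pattern. Here the 6 genes of the set that Table S2 names for the lineage pattern were all higher in the MAGs of *An. gambiae* and *An. coluzzii*, and of the set it names for the MAGs 0 of 5 tested genes were in *An. gambiae*, with 2 at an unadjusted p under 0.05, and 1 of 6 in *An. coluzzii*. The paper's text lists AGAP010358, AGAP010359, AGAP008232 and AGAP009699 under the TFs enriched in the MAGs, and Table S2 lists these 4 in the set it names for the lineage pattern.

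The paper's text names AGAP009365 beside AGAP009372 as an Acp with omega above 1. Table S4 lists AGAP009635 and not AGAP009365.

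The paper has AGAP009368 in cluster 2, which it describes as the transcripts with the strongest enrichment in the MAGs. Here its log2 fold change in *An. coluzzii* was 2.13 (adjusted p = 0.568, limma), and 2 of the 3 MAGs libraries lay below 2 of the 3 testes libraries.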

Other observations

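In this part, the tests of library depth and those on *An. gambiae* testes replicate 1 were chosen only after the results were seen, and so were the version with a median of at least 10 FPKM and the measure of depth. The other tests were set beforehand.

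In *An. gambiae* and *An. coluzzii*, some libraries lay far from the other 2 of their group. The number of transcripts at least 16 times above or below both was 254 in *An. coluzzii* MAGs replicate 2, 252 in *An. gambiae* testes replicate 1 and 224 in *An. gambiae* testes replicate 3, and at most 87 in the other libraries of the 5 species. With 3 libraries in a group, a single far library cannot be tested for within its group. A test against the spread of all groups was not run.

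Low depth is one candidate explanation. The fifth percentile of the positive values of *An. coluzzii* MAGs replicate 2 was 8.42 times the next highest of its group, and that of *An. gambiae* testes replicate 3 was 2.92 times. If depth were the cause, the rank correlation with the other replicates would be close to theirs among transcripts with a mean of at least 10 FPKM. In *An. coluzzii* MAGs replicate 2 it was lower by 0.244 there, against 0.167 over every transcript, and in *An. gambiae* testes replicate 3 by 0.0607 against 0.0419. A mean can pass 10 FPKM through the far library itself. With a median of at least 10 FPKM the gap was 0.101 in *An. coluzzii* MAGs replicate 2 and -0.0208 in *An. gambiae* testes replicate 3, so the second gap was absent there. Depth alone therefore does not account for the gap of *An. coluzzii* MAGs replicate 2. The versions differ for *An. gambiae* testes replicate 3. The pair it is compared with includes testes replicate 1, itself far from its group, so a small gap says little on depth. The distance of testes replicate 3 cannot be told apart from low depth. In *An. coluzzii* MAGs replicate 2 the median log2(FPKM + 1) of cluster 2 was 7.44, against at most 3.40 in the testes libraries of the species. In *An. gambiae* testes replicate 3 that of cluster 3 was 5.85, against at most 2.05 in the MAGs libraries. On PC3 they scored -26.2 and 35.7, on the side of their labelled species. These values argue against an exchanged tissue or species label for these 2 libraries. A mixed sample, another mislabelling and a batch difference were not tested.

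Over every transcript, *An. gambiae* testes replicate 1 was closer in ranks to the MAGs libraries of its species (mean rank correlation 0.825) than to the other testes libraries (0.794), unlike the other 29 libraries. A candidate explanation is MAGs RNA in the sample, which would raise the MAGs markers. Their median was 0.0254% of the MAGs level, close to that of *An. gambiae* testes replicate 2, so this explanation is not borne out. Another is differences at the lower end of the values. Among the 4377 transcripts with a median of at least 10 FPKM over the 6 libraries, the rank correlation with the testes libraries exceeded that with the MAGs libraries by 0.529 in replicate 1, against 0.645 and 0.608 in replicates 2 and 3. This says little, since among these transcripts the correlation with the MAGs libraries was lower for each of the 3 testes libraries, so that any of them would come out closer to the testes. Replicate 1 still stood 0.116 below replicate 2 in this difference, against 0.117 over every transcript, and 0.0788 below replicate 3, against 0.167. Whether differences at the lower end of the values are behind the resemblance therefore cannot be told. The median log2(FPKM + 1) of cluster 3 was 5.36 in testes replicate 1, against at most 2.05 in the MAGs libraries of *An. gambiae*. This argues against an exchanged tissue label. A mixed sample of another kind, another mislabelling and a batch difference were not tested.

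PC2 of the 12 libraries followed the fifth percentile of the positive values, with Spearman's rho of -0.804 (permutation p = 0.00260, adjusted p = 0.00556 over 4 relations) and Pearson's r of -0.840 (permutation p = 8.40e-04, adjusted p = 0.00336). Without the 2 farthest libraries, rho was -0.673 (permutation p = 0.0389) and r -0.609 (permutation p = 0.0611). Within the 6 MAGs libraries rho was -0.943 (permutation p = 0.0167) and within the 6 testes libraries -1 (permutation p = 0.00278). PC2 may therefore reflect depth, or something else that differs between the same libraries.

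Clusters 5 and 9 hold transcripts that the paper describes by their low level in *An. gambiae* and *An. coluzzii*. A candidate explanation is that the reads of a gene are divided between several annotated transcripts, which the annotation of *An. gambiae* and *An. coluzzii* has more often than those of the other species. Of the transcripts of clusters 5 and 9, 111 of 350 come from genes with several transcripts, against 406 of 5143 in the other clusters (odds ratio 5.42, two-sided Fisher's exact test, p = 2.49e-34). For these genes the log2 of the gene sum exceeded that of the listed transcript by a median of 3.15 in *An. gambiae* and 2.97 in *An. coluzzii*. This explanation remains for these transcripts. It does not cover the 239 from genes with 1 annotated transcript, for which a lineage difference was not tested here.

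For the TF sets of Table S2 and Fig 4, a candidate explanation is set names exchanged between Table S2 and Fig 4. All 6 genes of the set that Table S2 names for the lineage pattern were higher in the MAGs in both species, and of the set it names for the MAGs 1 gene was higher in the MAGs in either species. The test was set before the values were seen, but it does not tell exchanged names from another mix-up, and the paper's text already lists 4 of the 6 genes under the TFs enriched in the MAGs. In *An. gambiae*, 2 genes of the set named for the MAGs were higher in the testes. Whether that set has the lineage pattern was not tested.

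For each count from limma within a species (tissue differences in the 5 species, and clusters 2, 3, 5, 6, 9, 10 and 13 in *An. gambiae* and *An. coluzzii*) and between *An. gambiae* and *An. coluzzii* in each tissue, the 6 libraries were divided in the other ways that part all pairs of libraries with the same replicate number. In each case 1 of the 4 splits, the real one, gave as many transcripts. With 4 splits a chance division of the libraries cannot be ruled out at a share under 0.05. The largest count of another such split was 74 transcripts in *An. gambiae* (real 1693), 3 in *An. coluzzii* (1222), 1 in *An. arabiensis* (1421), 1 in *An. merus* (1491) and 0 in *An. quadriannulatus* (1621). It was 11 in cluster 6 (21) and 4 in cluster 5 (15) of *An. gambiae*, and at most 1 in the other clusters. Between the species it was 5 in the MAGs (120) and 1 in the testes (218). The remaining 6 splits keep some libraries with the same number together. They gave at most 19 transcripts in *An. coluzzii* within the species, and at most 82 between the species in the testes.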
